# Genome-wide expression profiling of *in vivo-*derived bloodstream parasite stages and dynamic analysis of mRNA alterations during synchronous differentiation in *Trypanosoma brucei*

**DOI:** 10.1186/1471-2164-10-427

**Published:** 2009-09-11

**Authors:** Sarah Kabani, Katelyn Fenn, Alan Ross, Al Ivens, Terry K Smith, Peter Ghazal, Keith Matthews

## Abstract

**Background:**

Trypanosomes undergo extensive developmental changes during their complex life cycle. Crucial among these is the transition between slender and stumpy bloodstream forms and, thereafter, the differentiation from stumpy to tsetse-midgut procyclic forms. These developmental events are highly regulated, temporally reproducible and accompanied by expression changes mediated almost exclusively at the post-transcriptional level.

**Results:**

In this study we have examined, by whole-genome microarray analysis, the mRNA abundance of genes in slender and stumpy forms of *T.brucei *AnTat1.1 cells, and also during their synchronous differentiation to procyclic forms. In total, five biological replicates representing the differentiation of matched parasite populations derived from five individual mouse infections were assayed, with RNAs being derived at key biological time points during the time course of their synchronous differentiation to procyclic forms. Importantly, the biological context of these mRNA profiles was established by assaying the coincident cellular events in each population (surface antigen exchange, morphological restructuring, cell cycle re-entry), thereby linking the observed gene expression changes to the well-established framework of trypanosome differentiation.

**Conclusion:**

Using stringent statistical analysis and validation of the derived profiles against experimentally-predicted gene expression and phenotypic changes, we have established the profile of regulated gene expression during these important life-cycle transitions. The highly synchronous nature of differentiation between stumpy and procyclic forms also means that these studies of mRNA profiles are directly relevant to the changes in mRNA abundance within individual cells during this well-characterised developmental transition.

## Background

Gene expression analyses have proved useful for dissecting the basis of the changes that occur as cells and organisms transition between distinct cell types [1-3], developmental stages [4-6] or progress into disease states [7,8]. In many cases, these reflect the regulated activity of gene promoters, or altered stability of mature mRNAs, the integral of these resulting in measurable changes in the steady-state abundance for particular mRNAs. The relative contribution of these two components (regulated synthesis, *vs*. regulated turnover) to changes in the overall transcriptome of a cell varies, although regulated promoter activity has received most attention particularly in the context of development processes and differentiation events [9-11].

In one group of organisms, the balance between mRNA synthesis and turnover shows an extreme emphasis toward regulated mRNA stability. These are kinetoplastid parasites, responsible for an array of diseases in the tropics of medical and veterinary importance [12]. In these organisms, among the most evolutionarily divergent eukaryotes for which there is significant molecular information [13], the contribution of RNA polymerase II promoter activity to regulated gene expression is unimportant [14]. Instead, their genome is organised into long polycistronic transcription units in which genes are co-transcribed [15], primary transcripts being resolved into mRNAs by concerted trans-splicing and polyadenylation reactions [16]. These depend on identifiable RNA processing signals within intergenic regions such that the RNA processing reactions of adjacent genes are mechanistically coupled [17,18]. This arrangement dictates that RNA processing is not a primary regulator of differential expression, since neighbouring genes within a transcription unit often exhibit distinct expression profiles. Hence, regulated mRNA stability is a major contributor to differential mRNA abundance, although regulated protein synthesis, modification and turnover are clearly major additional contributors to regulated gene expression [19,20].

Although almost exclusively post-transcriptional, differential gene expression is of key importance in kinetoplastid parasites since they undergo complex life-cycles involving transmission between mammalian hosts by arthropod vectors [21,22]. A good model for such developmental transitions is provided by the African trypanosome, *Trypanosoma brucei*. When in the mammalian bloodstream, African trypanosomes exhibit waves of parasitaemia caused by the successive expression of distinct surface antigens by individual 'antigenic variants', these being periodically recognised and destroyed by the host immune response [23]. Superimposed on this cyclical infection profile is a developmental transition induced by quorum-sensing, in which cell-density induces the transition to 'stumpy forms' [24,25]. These differ from the proliferative bloodstream 'slender forms' in that they exhibit cell-cycle arrest in G1/G0 [26], altered morphology [27], and some pre-adaptations for transmission to the tsetse fly such as the up regulation of certain mitochondrial activities [28], and enhanced resistance to protease attack [29] and pH stress [30]. An attractive feature of this developmental step is that stumpy forms accumulate to near homogeneity at the peak of each wave of parasitaemia and can be induced to undergo efficient differentiation to the next life-cycle stage, procyclic forms, if harvested from blood and incubated in culture media at 27°C containing citrate/cis-aconitate (CCA) [31-33]. Importantly, this differentiation is almost completely synchronous in the population allowing events at the individual cell level to be inferred from events occurring at the population level. Moreover, the developmental events of differentiation are reproducible and well characterised such that the progress of cells through differentiation can be accurately monitored [34]. These changes include gain of the procyclic stage-specific coat, comprising procyclins, at 2 h through differentiation, loss of the bloodstream stage-specific variant surface glycoprotein (VSG) coat around 4-7 h [33] and repositioning of the parasite's unusual mitochondrial genome (kinetoplast) between 8 and 14 h through differentiation [35]. Coincident with these changes the cells re-enter into a proliferative cell-cycle, with progression through S-phase occurring between 8 and 12 h [33,36]. Further developmental changes occur after 18 h entailing cell proliferation and metabolic adaptation although these are less synchronous in the population. The general schema of cytological events associated with trypanosome differentiation is presented in Figure 1A.

**Figure 1:**
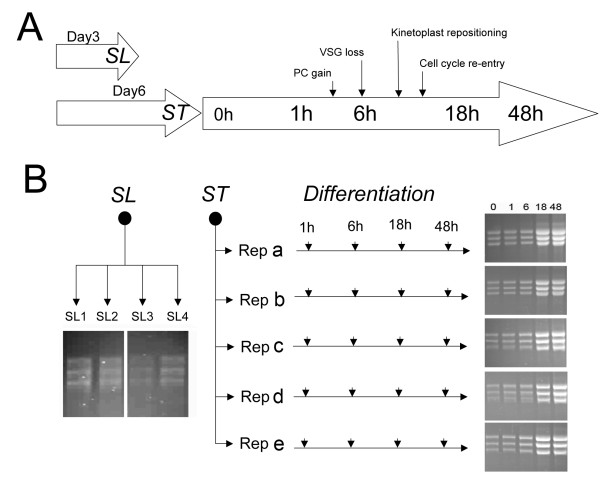
**Schema for the study**. **A**. Schematic diagram of the transitions studied in this investigation. To derive pleomorphic slender (SL) samples, parasitaemias were harvested 3 days post infection. For pleomorphic stumpy (ST) samples, infections were harvested 6 days post infection. From stumpy-enriched samples, differentiation time courses were established, with the major events of this process being annotated, along with their approximate timings. PC= procyclin, VSG = variant surface glycoprotein. **B**. Sample isolations from the experiments carried out in this study. Four bio-replicates of pleomorphic slender forms were derived, SL1, SL2 SL3, SL4. Five independent stumpy form samples were also generated from individual mouse infections (a, b, c, d, e) these being used to initiate five differentiation time courses. RNA samples generated from each bio-replicate are shown, these being those labelled and used for microarray hybridizations.

To date, a number of studies have investigated the differences in mRNA expression profile between cultured procyclic forms and laboratory adapted bloodstream forms, which have lost the ability to generate stumpy forms [37,38]. However, there has been no analysis of the expression profile of mRNAs in pleomorphic slender forms (i.e. those capable of differentiating to stumpy forms), *in vivo *generated stumpy forms or cells undergoing synchronous differentiation from stumpy to procyclic forms. Here we characterise the changes in expressed mRNAs in each of these cellular transitions and place these into the well-characterised cytological framework of differentiation determined using a number of cellular markers. Our experiments emphasise the pre-adaptation of stumpy forms for differentiation and identify novel transcripts enriched in this life-cycle stage or transiently regulated during synchronous differentiation to procyclic forms.

## Results

### Biological sample generation and validation

The biological characteristics of trypanosomes grown in culture likely differ significantly from those in the mammalian bloodstream [38]. Therefore, to generate samples of closest relevance to the *in vivo *situation, slender and stumpy forms were derived from infections in mice. Importantly, our analyses used pleomorphic slender forms, which remain able to generate stumpy forms, unlike previous analyses, which have used laboratory-adapted mutants (monomorphs), which are unable to undergo appropriate growth control either *in vivo *or *in vitro *[37,38]. Since the transition to stumpy forms is induced above ~5 × 10^7 ^trypanosomes/ml, pleomorphic slender forms were harvested at day 3 post-infection and at 2 × 10^7^/ml, a cell density at which no morphologically stumpy forms could be detected. Identical populations were also harvested from mice at day 6 post-infection when the population density was at >2 × 10^8^/ml (the derivation of slender and stumpy forms is summarised in Figure 1A). In these samples, the parasites were overwhelmingly stumpy (>80%) as assessed by morphological criteria. Samples representing the differentiation to procyclic forms were also generated from the same parasite populations that were used to generate stumpy forms. Stumpy forms were purified from host blood by DE52 chromatography [39] at 37°C and then incubated for 1 h at 37°C in HMI-9 [40] to allow the cells to recover from the purification process, this providing the starting material for expression analyses during their differentiation to procyclic forms. Aliquots were harvested to generate stumpy form mRNA and, thereafter, cells were transferred to SDM-79 medium containing 6 mM cis-aconitate and 10 mM glycerol, thus initiating differentiation. Further RNA samples were then isolated at 1 h, 6 h, 18 h, and 48 h after the addition of cis-aconitate, these time points being selected to allow correlation with the major cytological events of differentiation (induction of procyclin cell surface proteins at 1-2 h, VSG loss around 6 h, the generation of early proliferative procyclic forms at 18 h, and more established procyclic forms at 48 h). [41] (Figure 1A). In total four biological replicates of pleomorphic slender cells, 5 biological replicates of stumpy forms and the 5 differentiating populations were isolated (Figure 1B). In each case, total mRNA was purified and its integrity validated both by visualisation on ethidium bromide stained formaldehyde gels (Figure 1B) and via an Agilent RNA 6000 Nano chip using a 2100 Agilent bioanalyser (data not shown).

To validate the biological integrity of the material used to generate the mRNAs for array analysis, the trypanosome source material was analysed for their expression of a number of diagnostic cytological markers for development. Firstly, the samples were assayed for cell-cycle progression, this allowing quantitative distinction between proliferative slender and non-proliferative stumpy forms (Figure 2A). In trypanosomes, distinct cell-cycle stages can be distinguished by the co-ordinated replication, and segregation, of the single copy DNA-containing organelles, the nucleus and kinetoplast [42]. Thus cells in G1 (and G0) and S phase exhibit 1 nucleus and 1 kinetoplast (1K1N) whereas G2 phase cells are 2K1N and post mitotic cells are 2K2N. Comparison of the distinct slender and stumpy populations demonstrated that the pleomorphic slender cells were predominantly in the 1K1N configuration (72-81%), but that ~15% (10-19%) of cells were 2K1N and ~10% (7-13%) of cells 2K2N, these values being consistent with the expected profile for proliferative trypanosome populations. In contrast, the stumpy cell populations were enriched for cells in G1/G0 with less than 1% of cells in configurations other than 1K1N (Figure 2A). This, combined with our morphological analysis, confirmed that highly enriched stumpy populations had been generated for each bio-replicate.

**Figure 2:**
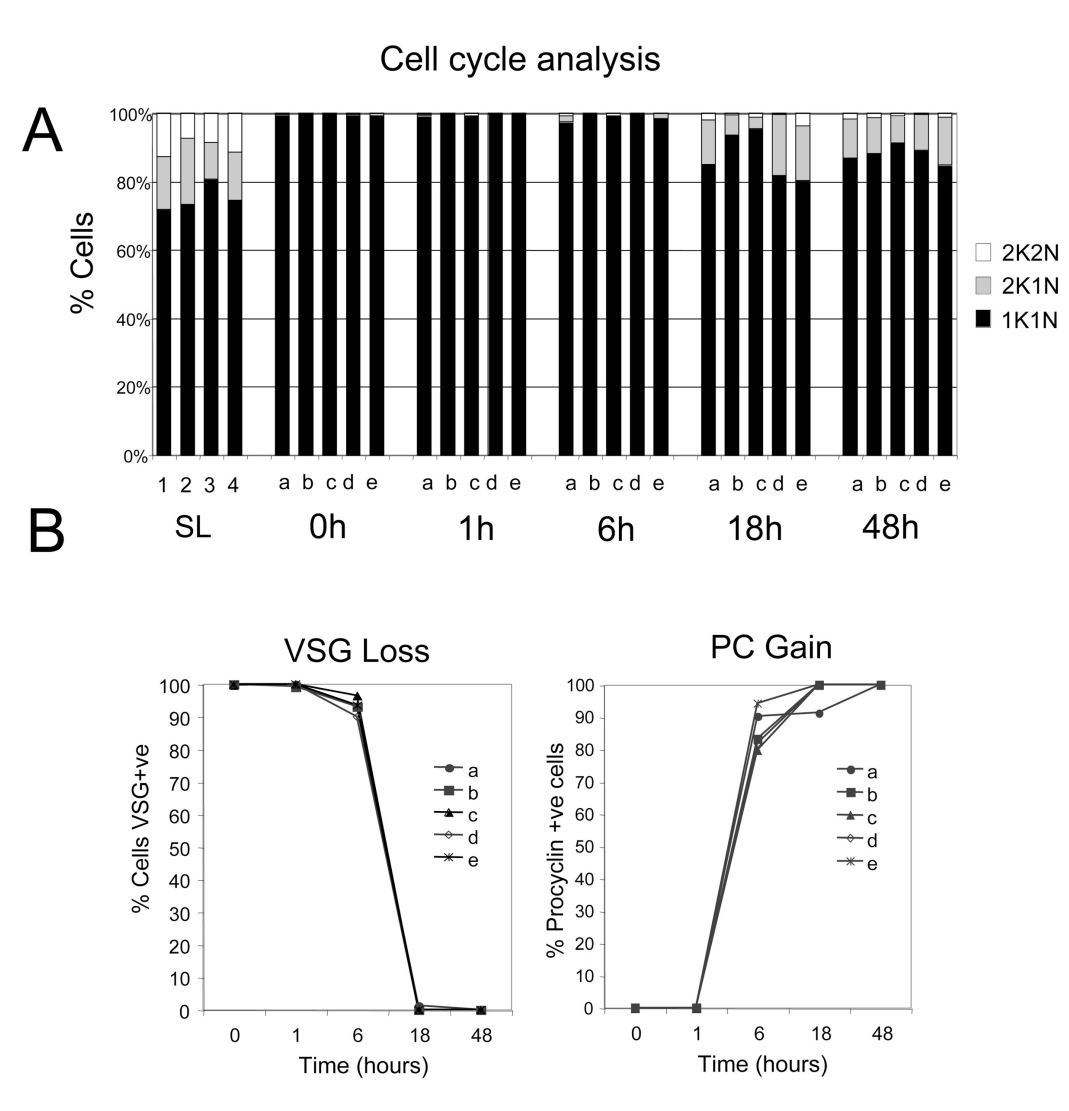
**Cell cycle and surface antigen analysis during differentiation**. **A**. Analysis of the percentage of cells in different cell-cycle phases (1 kinetoplast, 1 nucleus, Black; 2 kinetoplasts, 1 nucleus, grey; 2 kinetoplasts, 2 nuclei, white) from each of the bio-replicates and time points considered in this analysis. Most notably, the stumpy population is uniformly arrested in G1/G0 and cells progressing back into a proliferative cell-cycle begin to appear between 6-18 h after the initiation of differentiation. **B**. Expression of the bloodstream-stage specific variant surface glycoprotein (VSG) coat and EP procyclin (PC) coat on each of the bio-replicates and time points evaluated in this analysis. Samples were scored by immuofluorescence staining for the expression of each antigen. EP procyclin was weakly detectable at 1 h, but strongly expressed within 6 h.

Once differentiation is initiated, stumpy cells re-enter into a proliferative cell-cycle with relative synchrony [33]. Although the first morphological event in cell-cycle progression had not occurred in the replicate populations by 1 h or 6 h after the initiation of differentiation, at 18 h cells were seen to be in G2 (2K1N; 3-18%) or in the mitotic/post mitotic phase (2K2N; 0.5-4%), with similar proportions seen at 48 h. This indicated that the cells had progressed from cell-cycle arrest into a proliferative cell-cycle during the time course of differentiation.

In addition to cell-cycle progression the differentiating cells were also assayed for their expression of the stage-specific surface antigens, VSG (expressed on bloodstream forms) and EP procyclin (induced during differentiation and expressed on procyclic forms) (Figure 2B). Matching a normal profile of differentiation, both slender and stumpy bloodstream populations expressed the AnTat1.1 VSG, as did cells during the first 6 h of differentiation. However, thereafter, VSG was no longer detected excepting on a small number of undifferentiated cells, these representing the small proportion of proliferative slender cells present in the stumpy-enriched population [33]. The expression of EP procyclin differed from VSG during differentiation, such that it was already detectable 1 h after the addition of cis-aconitate, although this was relatively weak and restricted to the flagellar pocket region. By 6 h however, when the cells retained VSG, EP procyclin was strongly expressed over the cell surface of the differentiating parasites (79-94%) and this was retained in the 18 h and 48 h samples, as expected.

The final measure we used to monitor the progression of cells through differentiation was repositioning of the mitochondrial genome. During trypanosome differentiation, the kinetoplast is relocated from the extreme posterior of bloodstream form cells to midway between the cell nucleus and cell posterior in procyclic forms [35]. Analysis of 100 cells from each time point of one complete differentiation series (bio-replicate a) demonstrated that kinetoplast repositioning had initiated after 6 h, with this then continuing until 18 h, when the kinetoplast-posterior dimension had increased from ~1 μm to ~4 μm (Figure 3A). Analysis of the kinetoplast-posterior dimension of 100 cells in each of the remaining four bio-replicates at 1 h and 6 h confirmed that all the samples used for expression analysis repositioned their kinetoplast on approximately the same timescale, with the initiation of differentiation being detected by 6 h (Figure 3B).

**Figure 3:**
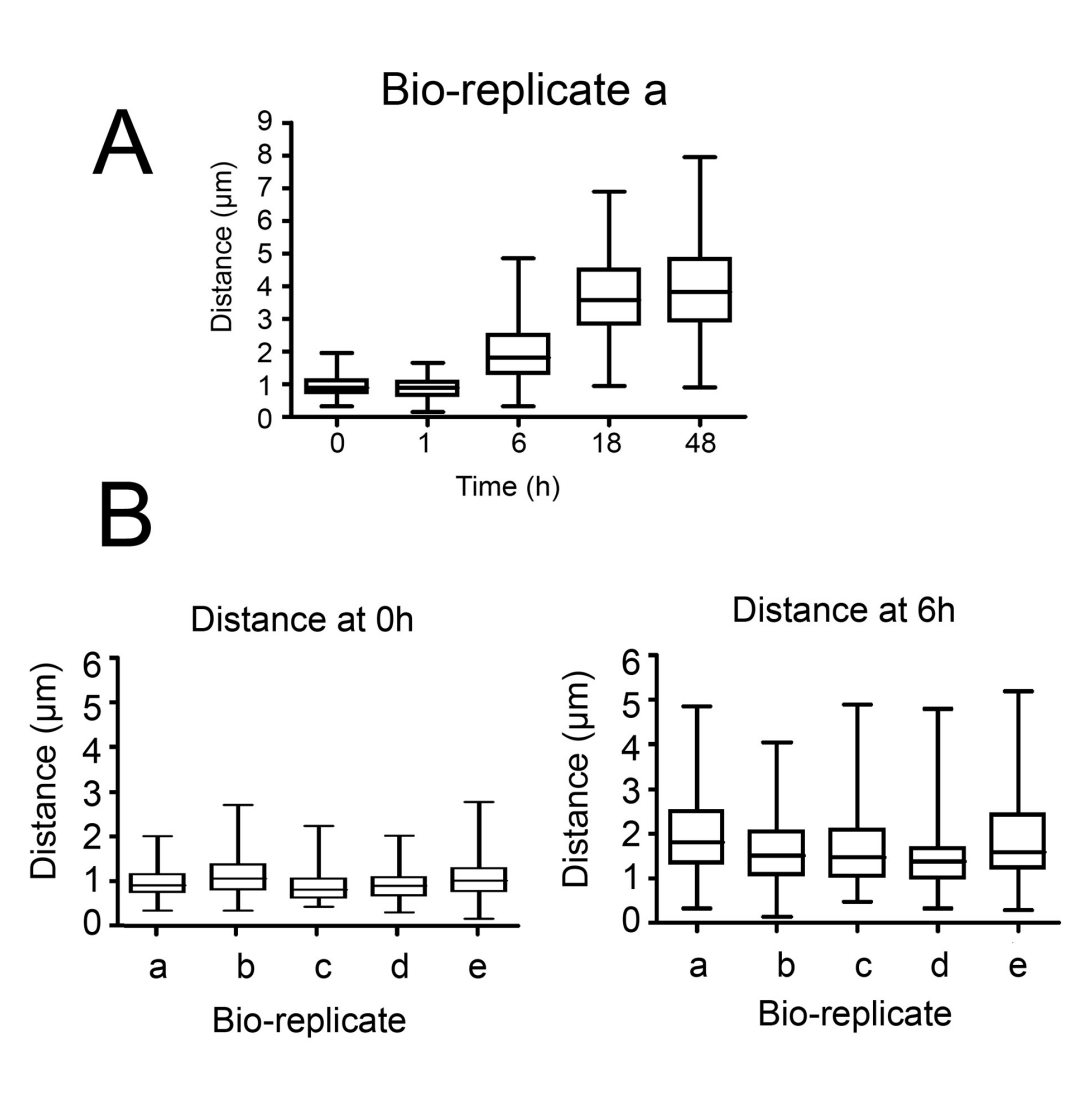
**Kinetoplast repositioning during differentiation**. **A**. Repositioning of the kinetoplast for cells undergoing differentiation from stumpy forms. Values represent the distance from the kinetoplast to the cell posterior measured for 100 cells at each time point and are derived from bio-replicate a. **B**. Repositioning of the kinetoplast for all bio-replicates, measured at 0 h and 6 h after the initiation of differentiation. Measures represent the distance between the kinetoplast and cell posterior for 100 cells at each time point and for each bioreplicate.

Combined, these assays provided the essential cytological framework necessary for interpretation of the expression profile of mRNAs from each of the derived samples. Most significantly, the 5 biological replicates of the populations undergoing differentiation from stumpy to procyclic forms underwent differentiation with reproducible kinetics despite their derivation from 5 independent rodent infections and differentiation assays. Hence, the derived material provided a robust and biologically relevant dataset for the analysis of mRNAs regulated during the associated differentiation events.

### Microarray expression profiling of the trypanosome cells in different life-cycle forms or stages of development

In total, 29 RNA samples were generated (5 biological replicates of stumpy, 1 h, 6 h, 18 h and 48 h; 4 biological replicates of slender) and hybridized to JCVI *Trypanosoma brucei *v3 arrays, comprising 19,200 features representing 8,801 different loci, of which 8,300 were *T. bruce*i genes. 

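Slender forms divide in the blood, stumpy forms are arrested and ready for transmission, and stumpy forms given the differentiation signal become dividing procyclic forms. The deposited scans cover this path with 25 arrays, each hybridized with the RNA of 1 sample labelled with Cy3 in a single colour. They comprise 3 arrays of slender forms, 3 of stumpy forms, 5 at 1 h, 5 at 6 h, 4 at 18 h and 5 at 48 h after the start of differentiation. The deposited labels name the bio-replicates of the time course B1, B2, B3R2, R1 and sam, and those of slender forms Slender2, Slender3 and Slender5. Each array carries 19200 spots, of which 16664 belong to 8332 T. brucei probes for 8299 genes, printed in 2 copies. A further 1000 spots are control probes and 1012 are empty. The deposited values are spot intensities on the scanner's linear scale, to which the authors had applied no background subtraction. They were background corrected with the normexp model (offset 50), put on the log2 scale and quantile normalized over all spots, and the 2 copies were averaged. One limma model was then fitted to all 25 arrays with a mean for each of the 6 groups. The median spot stood 1.15 to 1.40 times above its local background (median over arrays 1.28), so the precision of weak probes is limited by that ratio and by the number of arrays. The arrays were quantified in 5 batches, in 1 of which all slender arrays stand with the arrays of B2 and no stumpy array. The stumpy arrays of B1 and sam share 1 batch and that of R1 stands in another. Leaving out R1 therefore leaves stumpy arrays of 1 batch.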

The resulting hybridization profiles were assessed pre- and post-quantile normalization and from this analysis four arrays were identified as being sub-standard and subsequently removed from the analysis. Thereafter, a design matrix was established in order to describe the array hybridizations with respect to the sample time point, with bio-replicates being combined to generate group comparisons. In total 12 group comparisons were generated, detailing 'slender compared to all others', 'stumpy compared to all others' in addition to comparisons through a moving window throughout the differentiation time course (i.e. T1 *vs*. T6, T6 *vs*. T18 and T18 *vs*. T48). For these analyses, normalised data were linear model fitted and Empirical Bayesian analysis, coupled with p value adjustment, performed (full comparison data is available in Additional file 1 and Additional file 2). 

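Polyubiquitin, the precursor of the tag for protein turnover (Tb11.01.1680), was higher in slender forms than at 1 h by a log2 fold change of 3.91 (standard error 0.44, adjusted p = 4.03e-07, 3 of 3 slender arrays). Changes of at least 2-fold at an unadjusted p under 0.001 from limma, in any of the 12 comparisons, were found for 483 of 8332 probes. These comprised 150 probes between slender and stumpy forms, 159 to 230 between slender forms and each time point, and 22, 45, 64 and 78 between 1 h, 6 h, 18 h and 48 h and stumpy forms. Between consecutive time points the counts were 9, 2 and 0, the 0 with 233 probes at an unadjusted p under 0.05 where chance gives 416.6. The set shared 377 genes with the list that the paper reports. It held 276 probes without the array Slender2 and 284 without Slender3.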

From the resulting comparisons, a total of 407 genes were identified which exhibited at least 2-fold change in at least one comparison, with an associated p value of <0.001 (Additional file 3 shows the expression profile of this 407 gene set; the expression profile of all genes irrespective of their significance is also included in the same folder). From the 407 gene set, it was clear that the distinctions between slender and all other samples were greater than the distinctions between the samples derived from within the differentiation time course (Figure 4). This was not surprising for two reasons. 

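Transcripts of ESAG5 and calmodulin were among those by which slender forms differed from the differentiating cells. In slender forms ESAG5 (Tb927.2.1920) was higher than at 18 h by a log2 fold change of 3.01 (standard error 0.33, adjusted p = 1.99e-07, 3 of 3 arrays), and calmodulin (Tb11.01.4623) higher than at 1 h by 2.50 (standard error 0.41, adjusted p = 0.00026, 3 of 3 arrays). At an adjusted p under 0.05 from limma, 154 probes differed between slender forms and 1 h, 329 at 6 h, 239 at 18 h and 157 at 48 h, or 432 in any of the 4 comparisons. Between 1 h and 6 h, 2 probes passed the same test, and between 6 h and 18 h and between 18 h and 48 h 0 probes did, with 221 and 233 at an unadjusted p under 0.05. The mean distance between arrays, 1 minus Pearson's r over all probes, was 0.394 between slender and stumpy forms and 0.351 to 0.385 between slender forms and the time points. Among the time points from 1 h to 48 h it was 0.238 to 0.279, between stumpy forms and the time points 0.292 to 0.328, and between arrays of the same group 0.249 to 0.319. Of 552 changes called without the arrays of B2, 546 had the same direction against B2, which was quantified in the batch of the slender arrays, with a median log2 change of 1.54 there and 1.69 against the other batches. The count of 432 was 111 without the array Slender2, 129 without Slender3, 651 without Slender5, 271 without bio-replicate B2 and 204 without B3R2. The paper explains this contrast by the biological link of the time-course samples and by changes already made in stumpy cells.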

Firstly, the distinct time-points from the differentiation samples were biologically linked, such that each time point sample from each bio-replicate was derived from a common progenitor (see Figure 1B). Hence the variation within these sample series is expected to be relatively low compared with comparisons from independent samples. 

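Each bio-replicate of the time course comes from the parasites of 1 infection, split over the time points. Arrays of the same bio-replicate at different times lay at a mean distance of 0.246 ± 0.100 (SD, 38 pairs), and arrays of different bio-replicates at different times at 0.283 ± 0.0801 (SD, 154 pairs). The difference of 0.0362 gave p = 0.00348 in a one-sided permutation test that exchanged replicate labels within each time point over 22 arrays. With the authors' values the test gave p = 0.00529. All arrays of B2 and all those of B3R2 were quantified in 1 batch each, so for them the common progenitor and the batch cannot be told apart. Those of sam stood in batches 1 and 2 only and those of R1 in 3 and 5, so batch can enter there too. Array noise also went by bio-replicate, since the 2 copies of probes correlated at 0.930 to 0.965 on R1 arrays and 0.748 to 0.824 on B1 arrays. Less noisy arrays lie closer together, so the permutation test cannot single out the common progenitor.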

Secondly, stumpy cells had already undergone significant changes in expression compared to slender cells, likely reflecting their pre-adaptations for differentiation and possible embarkation on some aspects of the differentiation programme during their isolation and purification from blood. Although the purification from blood was carried out rapidly at 37°C, stresses resulting from the isolation procedures could have induced these early changes in expression. Hence, both stumpy-enriched and early procyclic form transcripts would be expected in these 'stumpy' mRNA profiles.

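Both bloodstream stages were purified from blood alike, so comparing them can show only an unequal response of heat shock proteins and chaperones, not one that both share. Of 25 probes for these proteins, listed before the data were examined, 22 had higher values in slender than in stumpy forms, with a median log2 fold change of 0.56. The list did not pass the test (camera, adjusted p = 0.146 at the preset correlation and adjusted p = 0.750 with an estimated correlation). Among its members, 0 were higher and 1 was lower in slender forms at an adjusted p under 0.05 from limma, and 1 was higher and 1 lower when adjusted over the list alone. A batch block gave the list a median of 0.71 and passed (adjusted p = 0.0174). Over all probes, 1238 had an unadjusted p under 0.05 in this comparison.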

**Figure 4:**
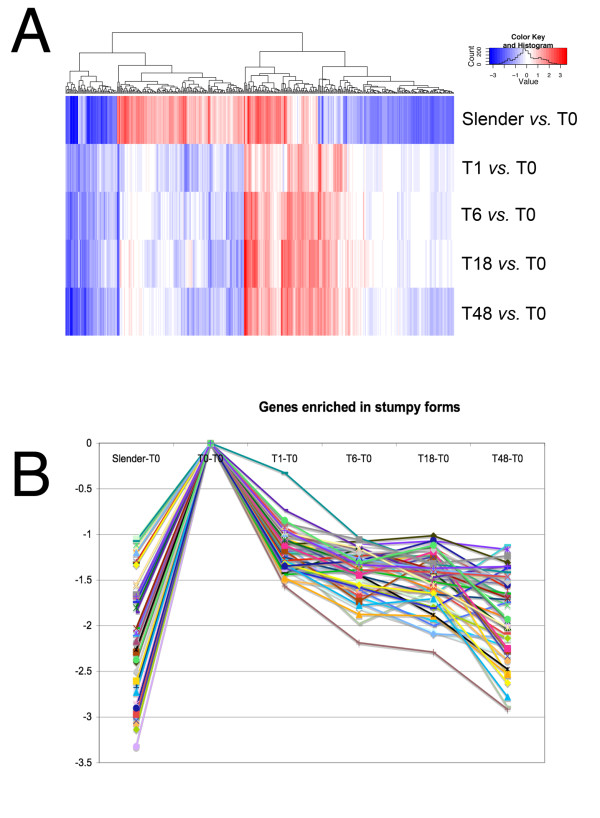
**Expression profiles of genes at different time points in the analysis**. **A**. Heatmap of expression differences of all samples relative to stumpy samples (T = 0). The genes included were significant at the p < 0.001 level in one or more contrasts. The logFC values have been heatmapped, with blue representing down-regulation and red representing up-regulation. Genes are along the x-axis and comparisons are represented along the y-axis, with gene profiles being clustered by Euclidian distance, their relatedness being shown in the dendogram above the heatmap. **B**. Expression profile of genes identified as being enriched in stumpy forms. The genes shown are those identified in the trinary groups (-1,-1,-1,-1,-1) and (0,-1,-1,-1,-1). The y axis represents the LC fold change, the X-axis is the time point during the differentiation programme.

### Analyses of transcripts up-regulated in stumpy cells

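Among transcripts that passed as higher in slender than in stumpy forms, calmodulin, a calcium sensor of the flagellum among other sites, showed the largest difference, followed by ESAG2. The mean log2 intensity of calmodulin (Tb11.01.4623) was 12.00 ± 0.246 (SD, n = 3 arrays) in slender and 8.78 ± 0.660 (SD, n = 3) in stumpy forms, a log2 fold change of 3.23 (standard error 0.46, adjusted p = 0.000221 from limma, 3 of 3 arrays). On the other side, the hypothetical protein Tb927.3.5770 had a log2 fold change of -3.16 (standard error 0.67, adjusted p = 0.0113, 3 of 3 arrays). Polyubiquitin (Tb11.01.1680) was higher in slender forms by a log2 fold change of 2.47 (adjusted p = 0.00585, 3 of 3 arrays). In all, 142 of 8332 probes passed an adjusted p of 0.05, of which 68 were higher in slender and 74 in stumpy forms. They included 42 of the 42 genes that Additional file 4 lists as higher in slender forms and 42 of the 43 listed as higher in stumpy forms. With the quantification batch as a block calmodulin kept its call (2.96, adjusted p = 0.0124), and those of Tb927.3.5770 (-2.79, adjusted p = 0.0544) and polyubiquitin (2.44, adjusted p = 0.056) ended. With this block 65 probes passed (41 and 24), 43 of them in both fits, and all 142 kept their sign with a median log2 change of 1.72 in place of 1.79. No batch holds arrays of both stages, so no value within a batch can be given. Other scalings changed the balance of the directions, to 14 and 4 with median scaling, 40 and 11 with cyclic loess and 144 and 17 with subgrid centring. Without 1 array the count was 14 (stumpy B1), 401 (stumpy R1), 13 (stumpy sam), 57 (Slender2), 34 (Slender3) or 22 (Slender5).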

Using a stringent threshold of an adjusted P value of < 0.05 for comparison, 42 genes were scored as up-regulated and 41 were scored as down-regulated when comparing stumpy forms with slender forms (Additional file 4). 

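The wider set took in a flagellar transcript that slender forms held at higher level and a transcript of sterol synthesis that stumpy forms held at higher level. At an adjusted p under 0.1 from limma, 299 probes differed, 114 of them higher in slender and 185 higher in stumpy forms. The flagellar calcium-binding protein (Tb927.8.5460) entered at this level, with a log2 fold change of 1.76 (standard error 0.53, adjusted p = 0.0757, higher in 3 of 3 slender arrays). So did a putative squalene monooxygenase (Tb11.02.0780), with a log2 fold change of -2.01 (standard error 0.58, adjusted p = 0.0629, lower in 3 of 3 slender arrays).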

At a slightly reduced stringency of an adjusted P value of < 0.1, 96 genes were scored as 'up in slender' whereas 190 genes were 'up in stumpy' (Additional file 4). Consistent with expectation, slender cells expressed significantly more ESAG transcripts (ESAG2, ESAG11, ESAG5) reflective of the down-regulation of VSG expression site transcription in stumpy forms [43]. Also, histone transcripts (histone H2, H3, H4) and an HMG protein (Tb927.3.3490), were elevated in slender forms as were mRNAs for structural components of the cell (e.g. PFR1, PFR2, beta-tubulin) and components of the translational apparatus (Tb927.8.5880, Tb11.01.5720, Tb11.02.4050, Tb927.5.1610). These changes reflect the proliferative status of slender forms compared to the cellular quiescence of stumpy cells [44]. 

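Expression site-associated genes (ESAGs) are transcribed with the VSG from the active expression site. ESAG2 (Tb11.01.6230) was higher in slender than in stumpy forms by a log2 fold change of 3.13 (standard error 0.46, adjusted p = 0.000221 from limma, 3 of 3 arrays). ESAG11 (Tb09.v1.0310) was higher by 2.29 (standard error 0.39, adjusted p = 0.00228, 3 of 3 arrays) and ESAG5 (Tb927.2.1920) by 1.59 (standard error 0.35, adjusted p = 0.0145, 3 of 3 arrays). With batch as a block the adjusted p was 0.00146, 0.023 and 0.144, so that the call of ESAG5 ended at a log2 fold change of 1.37. ESAG9 (Tb09.160.5400) had a log2 fold change of -0.21 (standard error 0.39, adjusted p = 0.874 from limma) and did not differ beyond the spread of the arrays. Its probe exceeded the 95th percentile of the control probes on 0 of 25 arrays, so a difference there may not show. The probes of ESAG2 and ESAG5 exceeded that level on 3 arrays each and that of ESAG11 on 2. VSG transcripts as a list of 21 probes had a median log2 fold change of 0.12 (13 positive, camera adjusted p = 0.767, adjusted p = 0.876 with an estimated correlation). Of them, 0 passed limma's test, also when adjusted over the list alone. The probes carry the name of strain TREU927 and the parasites were AnTat1.1, so the list may lack the VSG that was expressed.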

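Dividing cells renew chromatin, flagellum and ribosomes, and single genes of each had more mRNA in slender forms. Histone H4 (Tb927.5.4240) had a log2 fold change of 2.56 (standard error 0.46, adjusted p = 0.00234 from limma), histone H2A (Tb927.7.2870) of 2.35 (adjusted p = 0.00495), histone H2B (Tb10.406.0370) of 1.89 (adjusted p = 0.0288) and the HMG protein of 1.96 (adjusted p = 0.0055), each higher in 3 of 3 slender arrays. Of the structural genes, PFR2 (Tb927.8.4990) had 2.29 (adjusted p = 0.0198), beta-tubulin (Tb927.1.2370) 2.15 (adjusted p = 0.0319) and PFR1 (Tb927.3.4310) 1.94 (adjusted p = 0.037), again in 3 of 3 arrays. The changes in the translation genes were smaller, at 1.52 for ribosomal protein L13a (adjusted p = 0.0336), 1.51 for eIF1A (adjusted p = 0.0247), 1.46 for L28 (adjusted p = 0.0497) and 1.44 for L18 (adjusted p = 0.0311), each in 3 of 3 arrays. As a list, 15 of 16 probes of flagellum and cell motility, which include both PFR genes and calmodulin, were higher, with a median log2 fold change of 0.72 (camera, adjusted p = 0.000789). This did not hold at adjusted p = 0.0947 with an estimated correlation, and the median was 0.67 with batch as a block. The lists of structural constituents of the ribosome and of nucleosome and chromosome organization did not pass (medians 0.17 and 0.30, adjusted p = 0.248 and 0.160, and 0.809 and 0.368 with an estimated correlation). With that block the adjusted p stayed under 0.05 for histones H4 (0.0138) and H2A (0.0206), the HMG protein (0.0196), PFR2 (0.0206), L28 (0.0399) and L13a (0.0322). It rose to 0.0913 for H2B, 0.0585 for PFR1, 0.0829 for beta-tubulin, 0.102 for eIF1A and 0.056 for L18.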

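Slender forms live on the host's glucose, which they take up and break down in the glycosome. The bloodstream glucose transporter THT1 (Tb10.6k15.2040) had a log2 fold change of 2.34 (standard error 0.42, adjusted p = 0.00234 from limma) between slender and stumpy forms, higher in 3 of 3 slender arrays. Phosphoglycerate kinase C (Tb927.1.700) was higher by 2.25 (standard error 0.40, adjusted p = 0.00234) and glycosomal aldolase (Tb10.70.1370) by 1.90 (standard error 0.36, adjusted p = 0.00408), both in 3 of 3 arrays. Under a batch block, THT1 kept its call (2.51, adjusted p = 0.0196), whereas those of phosphoglycerate kinase C (1.84, adjusted p = 0.082) and aldolase (1.64, adjusted p = 0.0647) ended.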

The metabolism of slender forms was also represented by the enrichment of the bloodstream form glucose transporter THT1 (Tb10.6k15.2040) [45], aldolase [46] and PGKC (Tb927.1.700) [47].

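Stumpy forms carried more mRNA of EP3-2, a procyclic coat protein, and of single genes of lipid synthesis, ion transport and translation. In slender forms, EP3-2 procyclin (Tb927.6.480) was lower than in stumpy forms by a log2 fold change of -1.80 (standard error 0.44, adjusted p = 0.0291 from limma), while GPEET (Tb927.6.510; -1.32, adjusted p = 0.0888) and EP2 procyclin (Tb10.6k15.0030; -1.00, adjusted p = 0.313) were lower without passing. Values of the lipid genes were -2.35 for the ceramide cholinephosphotransferase Tb09.211.1030 (standard error 0.53, adjusted p = 0.0163) and -2.26 for a delta-6 fatty acid desaturase (Tb10.6k15.3610; standard error 0.59, adjusted p = 0.0408). A chloride channel (Tb09.211.0430) had -2.11 (adjusted p = 0.03). Among genes of translation and RNA metabolism, ribosomal protein S10 (Tb10.70.1690) had -2.99 (adjusted p = 0.00842), an RNA helicase (Tb10.70.6180) -2.08 (adjusted p = 0.0123), deoxyhypusine synthase (Tb10.70.4900) -1.70 (adjusted p = 0.0363) and an elongation factor (Tb11.03.0940) -1.46 (adjusted p = 0.037). The 8 that passed were lower in 3 of 3 slender arrays. With batch as a block, S10 (adjusted p = 0.0432) and the helicase (adjusted p = 0.0242) still passed and the other 6 did not, at adjusted p from 0.12 to 0.405 and log2 fold changes from -1.87 to -1.13.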

Transcripts enriched in stumpy forms when compared to slender forms (at an adjusted P value of < 0.05) included the mRNA for the procyclic surface protein EP3 procyclin (Tb927.6.480), membrane protein and lipid biosynthesis genes (Tb09.211.1030; Tb10.6k15.3610), a chloride channel protein (Tb09.211.0430) and a number of translation and RNA binding proteins including a gene encoding deoxyhypusine synthase activity (Tb10.70.4900; required for elongation factor 5A modification and cell proliferation), Ribosomal protein s10 (Tb10.70.1690; required for tRNA association with the ribosome and transcription elongation), an elongation factor of the Tu factor family (Tb11.03.0940; a GTP binding elongation factor) and an ATP-dependent RNA helicase (Tb10.70.6180). Of these enriched mRNAs, Tb09.211.1030 has been recently characterised as *TbSLS1*, a protein involved in phosphosphingolipid synthesis [48] (see later), whereas Tb09.211.0430 is a homologue of the CLC7 family of lysosomal chloride channel proteins. These may be involved in the maintenance of lysosomal pH balance in stumpy forms, where lysosomal activity is considerably enhanced [49,50], Jay Bangs, personal communication). 

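The PAD genes encode carboxylate transporters that act in sensing the differentiation signal, and 7 of them have a probe on the array. All 7 had a negative log2 fold change between slender and stumpy forms, with a median of -0.78 (camera, adjusted p = 0.000789, and adjusted p = 0.0223 with an estimated correlation). The paper reports PAD1, PAD6 and PAD8 as higher in stumpy forms on these same arrays, so the list test is not independent of its result. With batch as a block the median was -0.48 and the list's adjusted p was 0.13. PAD6 (Tb927.7.5980) was lower in slender forms by a log2 fold change of -2.15 (standard error 0.50, adjusted p = 0.0198 from limma, 3 of 3 arrays), or -1.39 (adjusted p = 0.259) with that block. From 1 h to 48 h its log2 fold change against stumpy forms ranged from -0.77 to -0.32 and passed the test at no time point.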

Finally, we observed that in the enriched set was one member of the PAD array family of proteins (PAD6; Tb927.7.5980) that have recently been identified to be involved in citrate/cis-aconitate mediated differentiation in stumpy forms parasites under cold shock conditions [51]. 

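PAD1 is the member of the family that marks stumpy forms at the cell surface. Its transcript (Tb927.7.5930) was lower in slender forms by a log2 fold change of -1.77 (standard error 0.47, adjusted p = 0.0425 from limma, 3 of 3 arrays), and PAD8 (Tb927.7.6000) by -2.88 (standard error 0.78, adjusted p = 0.0461, 3 of 3 arrays). Of the 7 PAD probes, 3 were lower past the threshold over all probes, and 3 when adjusted over the list alone. The genes at the other 4 positions of the array (Tb927.7.5940 to Tb927.7.5970) ranged from -0.78 to -0.11 and did not pass. The batch block left PAD1 at -1.30 (adjusted p = 0.241) and PAD8 at -2.52 (adjusted p = 0.197).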

The absence of PAD1 (Tb927.7.5930), recently identified as being up-regulated in stumpy forms at the mRNA and protein level [51], reflects the stringency of the threshold used, with this gene being detected, along with PAD 6 (Tb927.7.5980) and PAD8 (Tb927.7.6000) when the slightly reduced stringency was applied (adj P value < 0.1) (Additional file 4).

The presence of abundant procyclin and procyclic-enriched mRNAs in the stumpy form mRNA samples indicated that either these cells exhibit pre-adaptation for differentiation at the mRNA level, or that some of these mRNAs were rapidly induced during the parasite isolation procedures. Therefore, to identify transcripts likely to be enriched in stumpy forms, transcript expression profiles from all time points were assigned to a trinary scoring system, where transcript levels were expressed relative to their level in stumpy forms. Hence, transcripts with no significant change (less than 2-fold change, P > 0.05) would be annotated 0,0,0,0,0 (1 h *vs*. ST, 6 h *vs*. ST, 18 h *vs*. ST, 48 h *vs*. ST, SL *vs*. ST,) whereas transcripts up-regulated in stumpy forms (>2-fold change, p < 0.05) with respect to all other time points would be annotated -1, -1, -1, -1, -1. This group, along with transcripts also elevated at t = 1 h (0, -1, -1, -1, -1), was assigned as "stumpy -enriched" and comprised a total of 65 genes. 

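Transcripts that were most abundant in stumpy forms and fell both on the slender side and through differentiation would mark the arrested stage. Coding each comparison with stumpy forms by a log2 fold change beyond 1, for probes with an unadjusted p under 0.05 in at least 1 of the 5, gave 53 probes. Of these, 40 were lower at every time point and in slender forms, with median log2 fold changes of -1.21, -1.31, -1.41 and -1.96 at 1 h, 6 h, 18 h and 48 h and -2.17 in slender forms. The other 13 were lower from 6 h on, with a median of -1.18 at 6 h and -1.49 in slender forms. An unadjusted p under 0.05 in every comparison coded as changed was reached by 25 of the 40 and 10 of the 13 probes. All 5 comparisons share the same 3 stumpy arrays, so a deviation of these arrays alone can give such codes. Of the 6 groups, stumpy arrays also had the lowest median ratio of spot to background (1.17), whose effect on these codes was not tested. Of 100 splits of the arrays into groups of these sizes, 4 gave as many probes, the real one included, and the highest other gave 76. All 53 genes are among those of Additional file 5. Without bio-replicate R1, which leaves stumpy arrays of 1 batch, the set held 95 probes.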

The full list of these genes is available in Additional file 5, and those predicted to encode functional proteins are summarised in Table 1. The predicted stumpy-specific group comprised mRNAs encoding two RNA helicases (Tb10.70.6180, Tb09.211.2300), an additional chloride ion channel protein (Tb10.26.0220), a PAD member (Tb927.7.6000; PAD8), enzymes involved in membrane sphingolipid (Tb927.4.1020; a putative serine-palmitoyl-CoA transferase) and sterol biosynthesis (Tb11.02.0780; a putative squalene monooxygenase) and the metabolic enzymes trypanosome alternative oxidase and fructose-2, 6-biphosphatase. 

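RNA helicases unwind RNA, and the paper names 2 of them in this group. The second (Tb09.211.2300) had log2 fold changes against stumpy forms from -1.36 to -1.17 over the time course and of -1.66 in slender forms (standard error 0.51, adjusted p = 0.081 from limma). The chloride channel Tb10.26.0220 had -2.58 in slender forms (standard error 0.73, adjusted p = 0.0578) and -2.59 at 48 h (adjusted p = 0.0667). Serine-palmitoyl-CoA transferase (Tb927.4.1020) had -1.57 (adjusted p = 0.108) in slender forms and the 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase Tb927.3.2710 -1.93 (adjusted p = 0.0532). These 4 genes were lower in 3 of 3 slender arrays and coded as lower in all 5 comparisons, without passing an adjusted p of 0.05 in any, except that with the bio-replicate as a block the chloride channel passed at 48 h (-2.39, adjusted p = 0.00899). Squalene monooxygenase (Tb11.02.0780) fell short of the 2-fold change at 6 h (-0.92) and 18 h (-0.89), and the helicase Tb10.70.6180 at 6 h (-0.99).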

The enzyme MSP-B, elevated early in differentiation and associated with VSG release in this process, was also elevated in the stumpy sample and through differentiation when compared with more established procyclic forms, this matching previous observations [52]. 

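MSP-B is a surface metalloprotease of the GP63 family that takes part in shedding the VSG coat. Its transcript (Tb927.8.1610) had log2 fold changes against stumpy forms of -1.28 at 1 h, -1.56 at 6 h, -1.22 at 18 h and -2.21 at 48 h (standard errors 0.66 to 0.69, adjusted p from 0.132 to 1.00 from limma). In slender forms it was at -2.23 (standard error 0.74, adjusted p = 0.108, lower in 3 of 3 arrays). At 48 h it was below the stumpy mean in 5 of 5 arrays. None of the 5 comparisons passed the adjusted threshold, but 48 h did with the bio-replicate as a block (-2.18, adjusted p = 0.0363). The lowest unadjusted p, 0.00184, was that at 48 h.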

Widening the set to include transcripts elevated in stumpy cells and cells at 1 h, included two zinc-finger proteins, one of the CCCH class (Tb927.6.4960), members of which have previously been demonstrated to be important in differentiation control [53-56]. In common with these proteins, Tb927.6.4960 has only a single CCCH domain, which has closest similarity to members of the OMA family of proteins involved in *C.elegans *oocyte maturation [57]. Other proteins included a dual specificity phosphatase (Tb927.7.7160), a calcium pump protein (Tb927.5.3400) and a recently characterised nucleobase transporter (Tb09.244.2020; NT11 [58]).

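The paper places in this group genes lower than in stumpy forms from 6 h on. The calcium pump (Tb927.5.3400) met the 2-fold change from 6 h on and missed it at 1 h, a difference between the times that was not tested, with log2 fold changes against stumpy forms of -0.82 at 1 h, -1.03 at 6 h, -1.25 at 18 h, -1.11 at 48 h and -1.53 in slender forms, none of which passed limma's adjusted test (adjusted p from 0.179 to 1.00). The CCCH zinc finger protein (Tb927.6.4960) had -1.04 at 1 h (standard error 0.66, adjusted p = 1.00, lower in 4 of 5 arrays) and -2.54 in slender forms (standard error 0.73, adjusted p = 0.0628, 3 of 3 arrays), neither past the test. The other zinc finger protein (Tb11.02.5260) and NT11 (Tb09.244.2020) passed the 2-fold change from 18 h on, at -1.27 and -1.41. Only the dual specificity phosphatase (Tb927.7.7160) passed the adjusted test, in slender forms (-1.71, standard error 0.45, adjusted p = 0.0408, 3 of 3 arrays). Its adjusted p was 0.191 with batch as a block.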

**Table 1:** Transcripts with expression profile: -1,-1,-1,-1,-1

**Gene ID**	**Product**	**Notes**
Tb09.211.0460	hypothetical protein, conserved	
Tb11.02.2180	hypothetical protein	GPI anchor
Tb927.6.4180	hypothetical protein, conserved	
Tb927.3.5770	hypothetical protein	
Tb11.01.0470	hypothetical protein, conserved	
Tb10.70.1690	40S ribosomal protein S10, putative	Ribosome
Tb10.6k15.3640	alternative oxidase	TAO
Tb927.3.2540	variant surface glycoprotein related, putative	
Tb927.7.3170	hypothetical protein, conserved	
Tb10.6k15.0300	hypothetical protein, conserved	
Tb10.389.0650	hypothetical protein, conserved	
Tb11.47.0019	hypothetical protein, conserved	membrane
Tb927.4.1020	serine-palmitoyl-CoA transferase, putative	
Tb927.8.1270	hypothetical protein, conserved	
Tb11.02.0780	squalene monooxygenase, putative	
Tb927.8.1610	major surface protease gp63, putative, GP63, putative, metallopeptidase, putative	MSP-B
Tb10.70.6180	ATP-dependent DEAD/H RNA helicase, putative	RNA helicase
Tb927.7.6000	hypothetical protein, conserved	PAD8
Tb927.8.6800	hypothetical protein, conserved	
Tb927.5.2320	hypothetical protein, conserved	
Tb09.160.3060	hypothetical protein	
Tb09.211.2300	ATP-dependent DEAD/H RNA helicase, putative	RNA helicase
Tb927.5.4110	hypothetical protein, conserved	
Tb10.61.0450	hypothetical protein, conserved	
Tb927.7.3980	immunodominant antigen, putative, tc40 antigen-like	Tc40 antigen-like
Tb10.26.0220	chloride channel protein, putative	
Tb927.3.2710	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase, putative	
Tb927.1.4450	hypothetical protein, conserved	
Tb10.61.3040	hypothetical protein, conserved	
		
**Transcripts with expression profile: 0,-1,-1,-1,-1**		
**Gene ID**	**Product**	**Notes**
Tb11.02.0370	hypothetical protein, conserved	GPI anchor
Tb927.8.5670	hypothetical protein, conserved	
Tb10.70.4310	hypothetical protein	
Tb11.02.5260	hypothetical protein, conserved, predicted zinc finger protein	Zn Finger
Tb927.6.4960	zinc finger-domain protein, putative	CCCH Zn finger
Tb11.55.0005	hypothetical protein, conserved	
Tb09.244.2020	nucleoside transporter 1, putative	NT11
Tb927.5.1760	hypothetical protein, conserved	
Tb927.7.7320	hypothetical protein, conserved	
Tb10.6k15.3300	hypothetical protein, conserved	
Tb927.7.7160	dual specificity protein phosphatase, putative	Dual specificity Phosphatase
Tb927.5.3400	calcium-translocating P-type ATPase, calcium pump	Calcium pump protein
Tb927.2.4950	hypothetical protein, conserved	

Genes predicted to encode protein products and whose mRNA expression profile was elevated in stumpy forms with respect to slender forms or during synchronous differentiation to procyclic forms. Genes specifically elevated in stumpy forms only, and genes elevated in stumpy forms and 1 h after the initiation of differentiation to procyclic forms, are shown.

In addition to those known genes, or genes for proteins with predicted function, were a group of genes of no predicted function, being annotated hypothetical unlikely. This group, comprising 25% of the stumpy-enriched mRNA representatives (Additional file 5), were unexpected and among the transcripts most highly enriched in stumpy forms when compared to slender forms. These genes were frequently small, or positioned on the opposite strand to the predicted polycistronic transcription unit. 

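Gene models named hypothetical unlikely were more frequent among stumpy-enriched probes than among other named probes. Of the 53 stumpy-enriched probes here, 18 carry the name hypothetical unlikely in the paper's tables, or 34.0% (95% exact Clopper-Pearson interval 21.5% to 48.3%). They also make up 5 of the 10 probes with the most negative log2 fold changes between slender and stumpy forms among those past the adjusted test and lower in 3 of 3 slender arrays. Tb09.v1.0050 had a log2 fold change of -3.08 (standard error 0.68, adjusted p = 0.0145 from limma) and Tb09.160.3000 of -2.97 (standard error 0.66, adjusted p = 0.0145), both in 3 of 3 slender arrays. Tb09.160.3000 was also lower at 48 h by -2.85 (standard error 0.59, adjusted p = 0.0187, 5 of 5 arrays). Over all genes of Additional file 5, the median log2 fold change between slender and stumpy forms was -1.75 for 23 genes named hypothetical unlikely and -1.71 for the others, and 7 and 12 passed the adjusted test. Of the 5477 other probes that the paper's tables name, 339 carry that name, or 6.19% (Fisher's exact test, odds ratio 7.79, 95% interval 4.11 to 14.3, p = 1.99e-09), and for the paper's own 65 genes the odds ratio was 8.41. Fisher's test takes probes as independent, whereas all codes share the same 3 stumpy arrays. Tb09.v1.0050 and Tb09.160.3000 belong to the same probe series (3QTB00001). Tb927.1.4330, of the same name and series, was higher in slender forms (2.71). Whether probe series go with these calls was not tested. The tables supplied are incomplete and name 5530 of 8332 probes, but 1276 of the 1291 changed 2-fold, and against the others of these, a background chosen after the values were seen, the odds ratio was 4.14 (135 of 1223 probes, Fisher's exact test, p = 1.54e-05).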

The presence of these transcripts may represent dysregulated control of genome expression in quiescent stumpy forms, non-specific transcriptional noise or a hitherto unrecognised feature of gene expression or regulation in trypanosomes.

### Phenotypic correlation of transcript profiles

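The control transcript was chosen for even expression over the stages. Tb10.389.0540 had log2 fold changes against stumpy forms of 0.41 at 1 h, 0.41 at 6 h, 0.50 at 18 h and 0.35 at 48 h, and of 0.21 in slender forms (standard errors 0.30 to 0.33, adjusted p from 0.757 to 1.00 from limma). It lay above the mean of the stumpy arrays in 5 of 5 arrays at 1 h and in 2 of 3 slender arrays.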

To assess the validity of the observed expression profiles for stumpy elevated transcripts, a subset of 6 genes from the 'stumpy-enriched' (-1, -1, -1, -1, -1) trinary group and a control transcript (Tb10.389.0540), which was well expressed but had low standard deviation across all time points, were evaluated by qRT-PCR against the mRNA samples used to hybridize to the array replicates. Figure 5A demonstrates that each transcript observed to be up-regulated in stumpy forms by microarray was confirmed as being elevated at that life-cycle stage by qRT-PCR, although the anticipated expression levels did not precisely correspond with the array profile. In addition, analysis of one transcript predicted to be stumpy-enriched (TAO) was confirmed by northern blotting (Figure 5B). However, four other transcripts (Tb10.70.6180, Tb927.5.3400, Tb927.8.1270, Tb927.7.3170) analysed by qRT-PCR did not clearly correspond to the array data. 

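The alternative oxidase is the terminal oxidase of bloodstream forms. Its array values (Tb10.6k15.3640) had log2 fold changes against stumpy forms of -1.00, -1.35, -1.19 and -2.48 at 1 h, 6 h, 18 h and 48 h, and were -2.50 in slender forms (standard error 0.83, adjusted p = 0.112 from limma, lower in 3 of 3 arrays). The value at 48 h was below the stumpy mean in 5 of 5 arrays (standard error 0.75, adjusted p = 0.136), and no comparison passed the adjusted test, but 48 h did with the bio-replicate as a block (-2.31, adjusted p = 0.0313).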

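Both copies of each probe stand on every array. Over the T. brucei probes, the log2 signals of the copies had Pearson's r from 0.748 to 0.965 per array (median 0.871), across probes, which are not independent replicates. For 4 genes whose qRT-PCR did not clearly match, the copies were compared across the 25 arrays with permutation p values adjusted over the 4 genes. The RNA helicase Tb10.70.6180 gave Pearson's r of 0.899 (adjusted p = 1.33e-05) and Spearman's rho of 0.854, and the calcium pump Tb927.5.3400 gave 0.856 (adjusted p = 1.33e-05) and 0.919. For the hypothetical proteins Tb927.8.1270 and Tb927.7.3170, r was 0.785 (adjusted p = 1.33e-05) and 0.542 (adjusted p = 0.00452) and rho 0.863 and 0.775. Each rho had p = 1e-05, the smallest that 100000 permutations can give. Without the 2 arrays farthest from the median, r was 0.866, 0.828, 0.702 and 0.919 in the same order of genes. The largest gap between copies on 1 array was 5.03 on the log2 scale, for Tb927.7.3170.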

Analysis of the raw array hybridization data for these transcripts revealed consistent hybridization profiles between duplicate spots on individual arrays and between distinct bio-replicates, these matching the expression trends of the group normalised data. Hence, observed discrepancies may reflect the inability to precisely model array normalisations by assays on individual mRNA samples in our validation experiments, differences in primer or probe recognition sites or non systematic errors.

**Figure 5:**
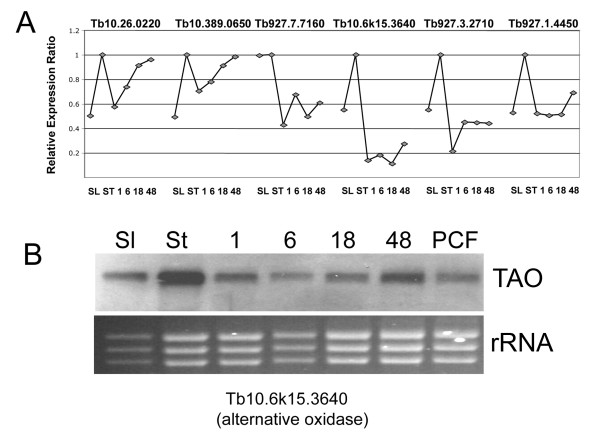
**Validation of the microarray by alternative expression assays**. **A**. qRT-PCR analysis of the expression profile of six test transcripts identified as being enriched in stumpy forms by microarray hybridization. The relative expression is shown (y-axis) at each time point (x-axis), the expression ratio being normalised to a control transcript (Tb10.389.0540). **B**. Northern blot showing the relative expression of trypanosome alternative oxidase (Tb10.6k15.3640) in samples from one time course assay, using the same mRNAs used for microarray hybridization. The relative loading is indicated by the rRNA beneath the blot, this being revealed by ethidium bromide staining.

To investigate cytological predictions implicated by the microarray data, a phenotypic analysis of the array data was performed based on the observed up regulation in stumpy vs. slender samples (p < 0.05; Additional file 4) of a predicted phosphatidylcholine: ceramide cholinephosphotransferase (sphingomyelin synthase). This is the first gene in a cluster of four related genes, *TbSLS1-4*, responsible for the synthesis of trypanosome phosphosphingolipids [48]. In *T. brucei*, sphingolipid synthesis is developmentally regulated, with inositol phosphoceramide (IPC) being produced by procyclic, but not bloodstream monomorphic slender forms [48]. To determine whether Tb09.211.1030 expression correlated with the appearance of IPC in stumpy forms, monomorphic slender and pleomorphic stumpy *T. brucei *phospholipids were analysed by ESI-MS. Since comparisons of the negative and positive ion survey scans showed no substantial differences between each cell type (data not shown), a more detailed investigation by ESI-MS-MS using parent ion scanning of individual phospholipid classes by specific collision induced fragmentation was carried out [59]. This revealed that only the phosphatidylinositol (GPIno) phospholipids were different between slender and stumpy forms (compare Figures 6A and 6B), the most telling of which were the peaks at 778.7 m/z and 833.4 m/z (Figure 6A). These correspond to two IPC species (C34:1 and C38:1, respectively), which were detected only in stumpy forms (Figure 6A). This demonstrates that the induction of IPC synthesis, either in stumpy forms or as a very early event in their differentiation to procyclic forms, is indeed coincident with the up-regulation of Tb09.211.1030. Interestingly, analysing the expression profile of each member of the *TbSLS *gene family indicated that only Tb09.211.1030 (*TbSLS1*) showed significant developmental up-regulation (Figure 6C). Therefore, this analysis provided a phenotypic validation of expression profiles identified by microarray analysis and also suggested that the developmental regulation of IPC synthesis may depend on the regulated expression of Tb09.211.1030 (*TbSLS1*) rather than the activity of the other genes in this cluster. This prediction has been recently confirmed providing functional support for the expression changes we observed (Jay Bangs, University of Wisconsin, USA, personal communication).

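In the sphingolipid synthase cluster, TbSLS1 (Tb09.211.1030) was the gene that passed the test as higher in stumpy than in slender forms. Its log2 fold changes against stumpy forms over the time course were -0.39 at 1 h, -0.89 at 6 h, -0.46 at 18 h and -1.24 at 48 h, none past limma's adjusted test (adjusted p from 0.297 to 1.00). TbSLS2 (Tb09.211.1020) had a log2 fold change of -0.42 between slender and stumpy forms (adjusted p = 0.685), TbSLS3 (Tb09.211.1010) 0.30 (adjusted p = 0.85) and TbSLS4 (Tb09.211.1000) 0.77 (adjusted p = 0.305). Over the time course these 3 genes ranged from -0.30 to 0.47, and whether their course differs from that of TbSLS1 was not tested. The call of TbSLS1 between the bloodstream stages ended with batch as a block (-1.87, adjusted p = 0.12), with median scaling, cyclic loess or subgrid centring, without background correction, and without any 1 of the arrays stumpy B1, stumpy sam, Slender2, Slender3 and Slender5.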

**Figure 6:**
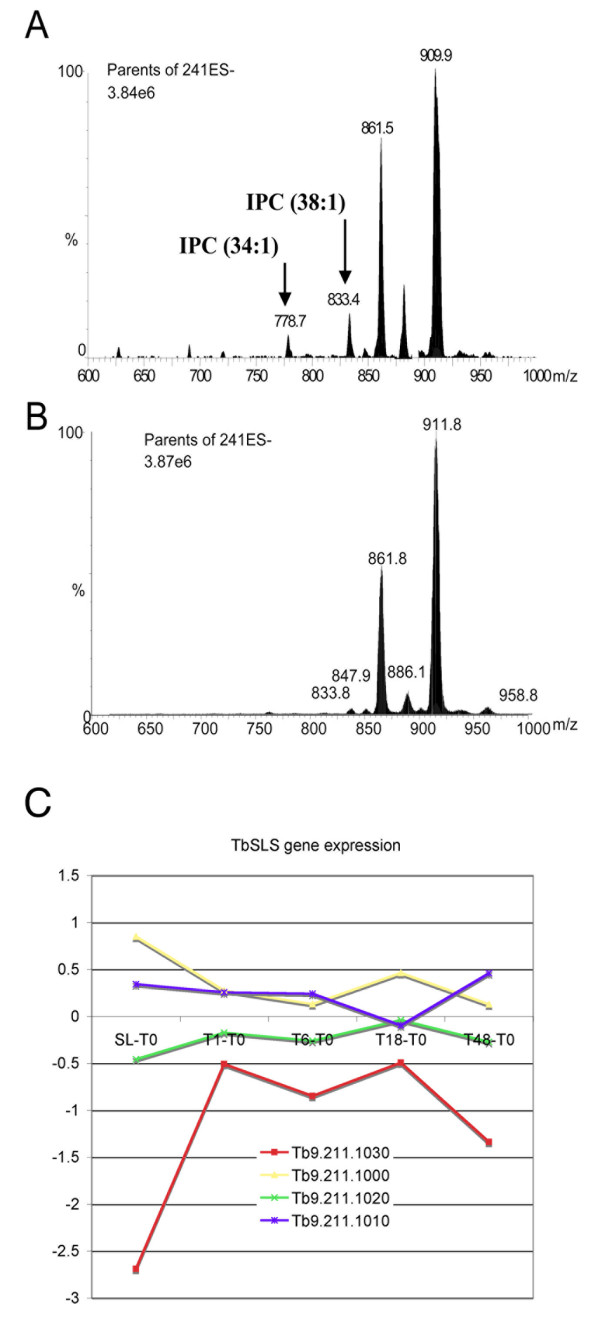
**IPC expression in different life cycle stages**. Lipids extracted from stumpy (**Panel A**) and monomorphic slender (**Panel B**) *T.brucei*, were analyzed by ES-MS/MS for GPIno phospholipids by parent-ion scanning of the m/z 241 as described in experimental procedures. Peak assignments are based on MS/MS daughter ion spectra and comparisons to previous experiments on whole cell extracts. **Panel C **shows the relative expression of each member of the *TbSLS *gene family (*TbSLS1*, Tb9.211.1030; *TbSLS2*, Tb9.211.1020; *TbSLS3*, Tb9.211.1010; *TbSLS4*, Tb9.211.1000) during the differentiation between slender and stumpy forms and at each point during differentiation from stumpy to procyclic forms. *TbSLS1 *is significantly up-regulated during these transitions.

### Trends of expression during synchronous differentiation from stumpy to procyclic forms

In addition to comparisons of slender and stumpy forms, we also exploited the synchrony of differentiation between stumpy forms and procyclic forms to examine transcripts transiently regulated during the differentiation programme. Initially we analysed the expression profile of known transcripts predicted to exhibit temporal or differential regulation during the development from bloodstream to procyclic forms. This involved analysis of the expression profile of stage-specific surface proteins expressed in bloodstream and procyclic forms, markers for re-entry into a proliferative cell-cycle and transcripts associated with the differential metabolism of bloodstream and procyclic forms. Figure 7 shows the expression of 20 transcripts throughout the differentiation time course, with each exhibiting the expected expression profile. Thus, ESAG2, ESAG11 and the glucose transporter THT1 (Tb10.6k15.2040) were rapidly and progressively down-regulated during differentiation, whereas EP2 and EP3 procyclin transcripts were up-regulated, as was PSSA2 [60] and a homologue of the *Leishmania *metacyclic-promastigote expressed virulence protein Meta1 (Tb927.5.2160; [61]). Also, re-entry into DNA synthesis by the differentiating parasites was reflected by the induction of histone mRNAs after 6 h, this immediately preceding detectable progression of the cells into a cell-cycle as determined in our DAPI-scoring of the parasites from which the mRNA samples were derived (Figure 2) [33]. 

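By 1 h after the differentiation signal, transcripts of 2 ESAGs and of procyclins, the procyclic coat, stood apart from those of slender forms. ESAG2 was higher in slender forms than at 1 h, 6 h, 18 h and 48 h, with log2 fold changes (slender minus time point) of 4.42, 4.82, 4.33 and 4.68 (adjusted p from 5.78e-10 to 3.98e-08 from limma, 3 of 3 slender arrays). ESAG11 followed with 2.68, 3.76, 3.22 and 3.35 (adjusted p from 3.52e-09 to 6.94e-06). In the same comparisons, EP2 procyclin (Tb10.6k15.0030) had -2.86, -3.06, -1.65 and -2.60 (adjusted p from 1.41e-05 to 0.037), that is, more mRNA in the differentiating cells. EP3-3 procyclin (Tb927.6.520) had -2.83, -2.88, -1.66 and -2.25 (adjusted p = 0.0535 at 18 h and 0.00566 or less at the other times), and GPEET procyclin (Tb927.6.510) -2.98, -3.87, -3.37 and -3.10 (adjusted p from 3.52e-09 to 2.13e-06). Against stumpy forms, GPEET rose at 6 h by 2.55 (standard error 0.37, adjusted p = 0.000178, 5 of 5 arrays), at 18 h by 2.05 (adjusted p = 0.00669, 4 of 4) and at 48 h by 1.78 (adjusted p = 0.0187, 5 of 5). At 1 h neither ESAG2 nor these procyclins passed limma's test against stumpy forms (adjusted p = 0.628 for ESAG2, 0.127 for EP2, 0.0969 for EP3-3 and 0.11 for GPEET). With the bio-replicate as a block GPEET (1.70, adjusted p = 0.0296), EP3-3 (2.19, adjusted p = 0.0369) and THT1 (2.06, adjusted p = 0.0296) passed. THT1 differed from slender forms by 0.37, 0.96, 0.24 and 0.61, none past the test (adjusted p from 0.131 to 0.852), and was higher than in stumpy forms at 18 h by 2.10 (standard error 0.39, adjusted p = 0.0064, 4 of 4) and at 48 h by 1.73 (adjusted p = 0.0262, 5 of 5). The Meta1 homologue (Tb927.5.2160) differed from slender forms at 1 h (-1.29, standard error 0.33, adjusted p = 0.0276, 3 of 3 slender arrays) and not past the test later (-0.96, -1.13 and -0.74). From these profiles the paper concludes that the time-course RNA carries the known stage-specific changes.

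**Figure D1:**
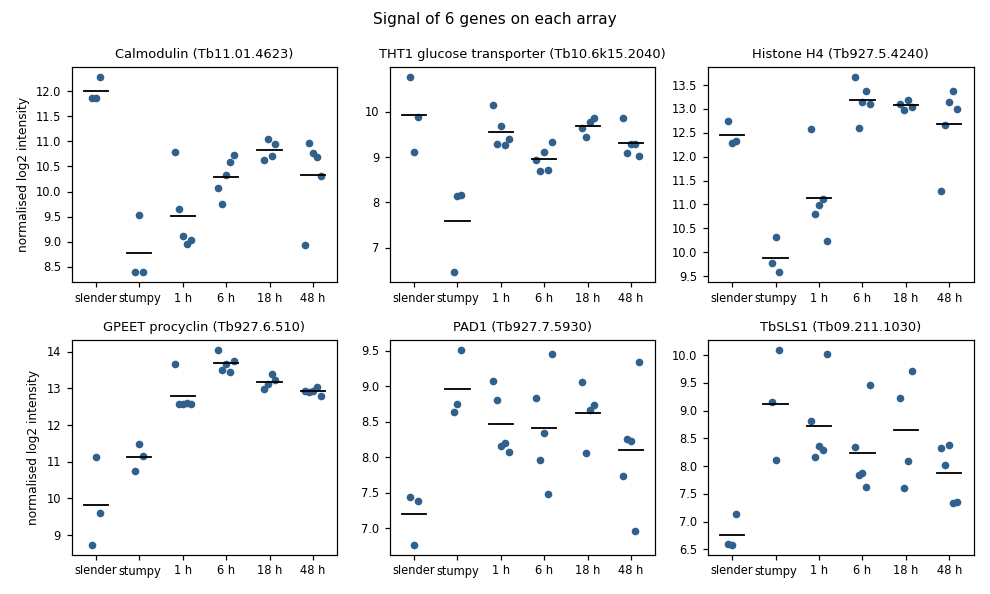
Normalised log2 intensity (y axis) of 6 genes on each array, by stage and time after the start of differentiation (x axis); each point is 1 array and each line the mean of a group. GPEET procyclin lies between 12.56 and 14.05 on all arrays from 1 h to 48 h and at 11.49 or lower in stumpy and slender forms. The genes were picked for display after their values were seen.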

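Histone mRNA accumulates in cells that replicate their DNA. Against stumpy forms, histone H4 (Tb927.5.4240) had a log2 fold change of 1.26 at 1 h (adjusted p = 0.628 from limma), 3.29 at 6 h (standard error 0.41, adjusted p = 1.56e-05, higher in 5 of 5 arrays), 3.19 at 18 h (adjusted p = 4.17e-05, 4 of 4) and 2.80 at 48 h (adjusted p = 0.000264, 5 of 5). Histone H2B (Tb10.406.0370) rose by 2.39 at 6 h (adjusted p = 0.00223, 5 of 5) and 2.41 at 18 h (adjusted p = 0.00409, 4 of 4), and histone H2A (Tb927.7.2870) by 1.95 at 6 h (adjusted p = 0.0176, 5 of 5) and 2.00 at 18 h (adjusted p = 0.0177, 4 of 4). At 48 h both had log2 fold changes of 1.49 and 1.47 that did not pass (adjusted p = 0.102 and 0.109). Of 17 probes of nucleosome and chromosome organization, 14 were higher at 6 h, with a median of 0.13 (camera, adjusted p = 0.000268, and adjusted p = 0.016 with an estimated correlation), and the median with batch as a block was 0.21.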

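Phosphoglycerate kinase has a glycosomal form in bloodstream trypanosomes and a cytosolic form in procyclic ones, encoded side by side. PGKC (Tb927.1.700) was higher in slender forms than at 1 h, 6 h, 18 h and 48 h, by log2 fold changes of 1.94, 2.27, 1.99 and 2.01 (adjusted p from 0.000141 to 0.00209 from limma, 3 of 3 slender arrays). Against stumpy forms it stayed between -0.02 and 0.31 over the time course, a level near that of the control probes where a further fall may not show. PGKB (Tb927.1.710) was lower in slender forms than at 6 h, 18 h and 48 h, by -1.47, -2.19 and -1.88 (adjusted p = 0.0175, 0.000585 and 0.00209, 3 of 3 slender arrays). Against stumpy forms PGKB was higher in 4 of 4 arrays at 18 h (standard error 0.38, adjusted p = 0.0692) and had a log2 fold change of 1.19 at 48 h (adjusted p = 0.138), so that neither passed the adjusted test; 18 h did with the bio-replicate as a block (1.49, adjusted p = 0.0451).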

The metabolic adaptation of the differentiating parasites was also confirmed by the differential mRNA regulation of phosphoglycerate kinase C, which was down-regulated, and the up regulation of the procyclic form specific PGKB [47]. 

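PGKA (Tb927.1.720) lies next to PGKB, which separates it from PGKC. Its log2 fold changes against stumpy forms were -0.24 at 1 h, -0.50 at 6 h, -0.36 at 18 h and -0.08 at 48 h, and 0.03 in slender forms (standard errors 0.40 to 0.45, adjusted p from 0.941 to 1.00 from limma).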

The mRNA abundance of the constitutively expressed PGKA was not altered significantly during the differentiation programme, as expected. Finally, we assayed the mRNA expression profile of seven nuclear encoded components of the cytochrome oxidase complex, which are known to be induced at the mRNA level and have previously been characterised during the synchronous differentiation of stumpy forms to procyclic forms [62]. 

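Procyclic forms respire through cytochrome oxidase, whose subunits are encoded in the nucleus in part. Probes for 6 of these subunits could be matched by name. Against stumpy forms, subunit IX (Tb10.6k15.2180) had log2 fold changes of 0.50, 1.42, 1.76 and 1.54 at 1 h, 6 h, 18 h and 48 h, subunit VIII (Tb927.4.4620) 1.11, 1.37, 1.68 and 1.60, and subunit V (Tb09.160.1820) 0.50, 0.62, 1.08 and 0.71. The lowest adjusted p among them from limma was 0.0661, for subunit VIII at 18 h (4 of 4 arrays higher). With batch as a block, subunits IX (1.95, adjusted p = 0.0195) and VIII (1.84, adjusted p = 0.0279) passed at 18 h. With the bio-replicate as a block, IX passed at 18 h (1.99, adjusted p = 0.00816) and 48 h (1.59, adjusted p = 0.0229), and VIII at 18 h (1.94, adjusted p = 0.0106) and 48 h (1.71, adjusted p = 0.016). Subunit IV (Tb927.1.4100) lay between 0.20 and 0.70, subunit VI (Tb10.100.0160) between 0.01 and 0.19, and subunit X (Tb11.01.4702) between -0.56 and 0.01, with adjusted p of 0.667 or more. Against slender forms, subunit IX differed at 6 h, 18 h and 48 h (-1.78, -2.11 and -1.89 for slender, adjusted p = 0.0164, 0.0071 and 0.0124, 3 of 3 slender arrays) and subunit V at 18 h (-1.72, adjusted p = 0.0169, 3 of 3). A list of 58 probes of electron transport had median log2 fold changes from 0.01 to 0.18 over the time course and did not pass camera at any time (adjusted p from 0.376 to 0.661, and from 0.427 to 0.699 with an estimated correlation).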

Confirming earlier analyses, each subunit was up-regulated during differentiation to the procyclic form, this occurring rapidly after the initiation of the process. Combined, these analyses demonstrated that the mRNAs generated from parasites undergoing synchronous differentiation from stumpy to procyclic forms, matched expectation based on known bloodstream *vs*. procyclic expression profiles or previous studies of synchronous differentiation between bloodstream stumpy and procyclic forms.

**Figure 7:**
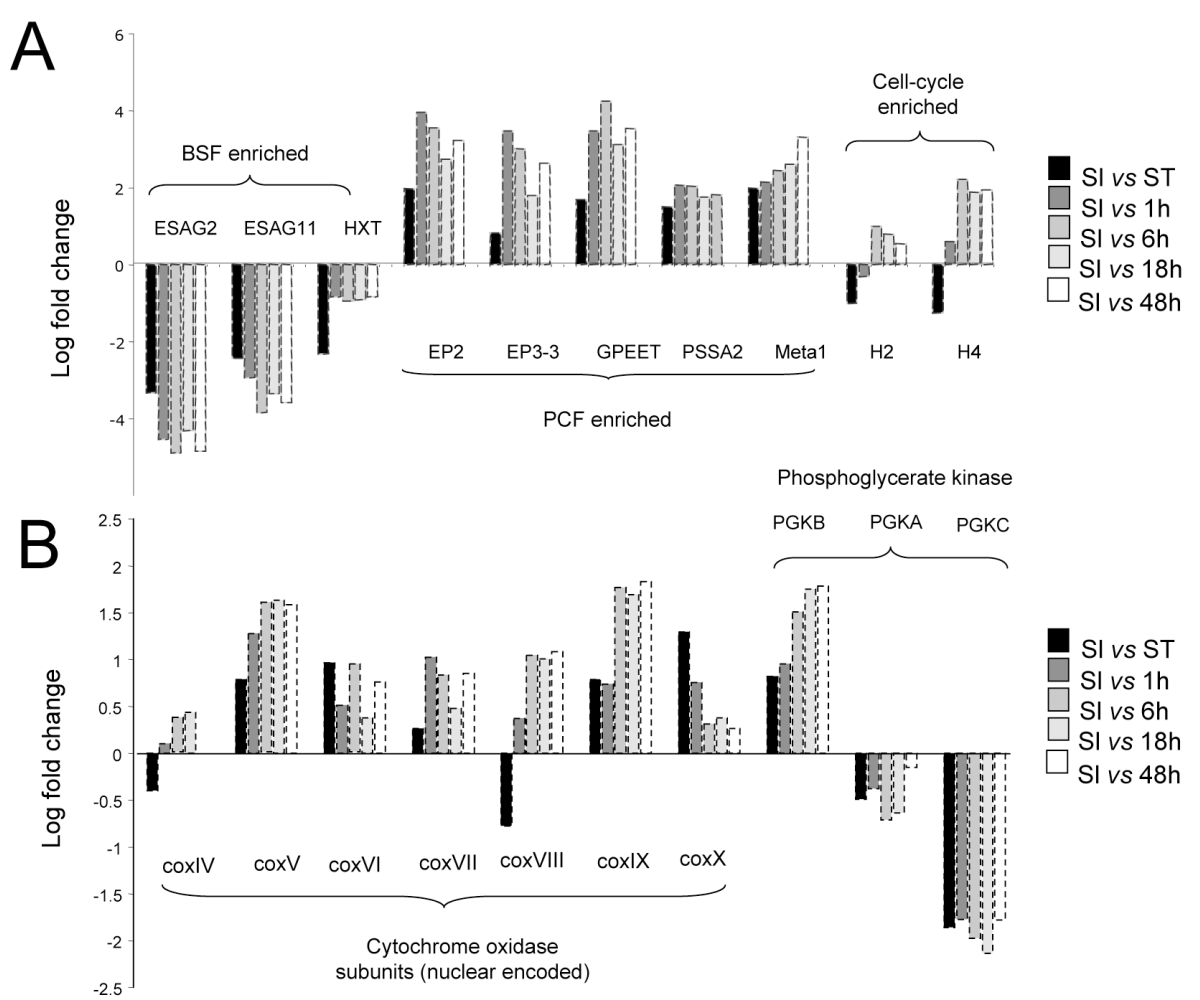
**Expression changes for a subset of genes whose developmental expression profile is known**. **A**. Relative expression of various transcripts known to be regulated between bloodstream monomorphic forms and procyclic forms. The expression of each transcript is represented such that they are expressed relative to their level in pleomorphic slender forms (this being normalised to zero). Hence, each transcript begins with a 'zero-value' column, representing the slender *vs*. slender comparison. ESAG 2, ESAG11 and the glucose transporter HXT (THT1) are bloodstream enriched, whereas the transcripts encoding EP2, EP3-3 and GPEET procyclin, PSSA2 and a molecule related to the *Leishmania *metacyclic-promoastigote Meta 1 protein are procyclic enriched. Cell cycle regulated transcripts; histone H2a and histone H4 are induced around 6 h after the initiation of differentiation, coincident with preparation of the cells for cell-cycle re-entry (Figure 2A). **B**. Relative expression of proteins associated with metabolic development of parasites as they differentiate to procyclic forms. Seven nuclear encoded components of the cytochrome oxidase complex have been previously characterized with respect to their developmental expression and control. Also shown is the relative expression of PGK A, PGK B and PGK C which are differentially regulated in the trypanosome life cycle. All transcripts show the expected expression profiles. Values are expressed relative to the expression of each transcript in pleomorphic slender forms.

Having carried out a validation of the observed dynamic mRNA changes during differentiation from stumpy to procyclic forms, we examined the regulated mRNA populations for temporally-regulated changes that were detectable during the synchronous differentiation programme. As before, a trinary scoring system was used to identify the expression profiles of transcripts sets, which exhibited up-, or down-regulation (>2-fold change, p < 0.05) at distinct time points. Of the total of 243 distinct profiles possible, 74 distinct expression profiles were detected. However, most of these differences represented distinctions between the slender and stumpy forms, and 15 of the groups contained only a single member (data not shown). 

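The codes put the slender-specific changes apart from those of differentiation. Of 243 possible profiles, 65 were found, 12 of them with a single probe, and 1291 probes had a code other than zero throughout. The commonest were those that set slender forms alone apart from stumpy forms, with 422 probes lower and 231 higher in slender forms. Next came probes changed at 48 h alone, 57 lower and 52 higher, and probes higher at 18 h alone, 52.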

Figure 8 shows a representation of eleven of the most relevant different expression profiles in which transcripts were up-regulated with respect to stumpy forms after 1 h, 6 h, 18 h and 48 h or were transiently up-regulated at each time point (1 h, 6 h, 18 h) or during a combination of time points (1 h and 6 h; 6 h and 18 h; 1, 6, and 18 h). A summary of these transiently regulated mRNAs is available in Additional file 6, whereas a complete expression profile of all genes showing transiently regulated changes is provided in Additional file 7. As expected the greatest difference was between slender and stumpy forms (Figure 8). However transcript groups with distinct expression profiles during the time course of differentiation were also observed. In particular, among those transcripts transiently elevated during distinct phases of the differentiation time course were nucleoside and amino acid membrane transporters (Tb927.8.7670, Tb927.4.4000, Tb11.02.1100; each elevated at t = 1 h) and a predicted serine threonine phosphatase (Tb09.160.4460; elevated at 1 h) identified as a substrate of the differentiation regulator, TbPTP1 (Szöor et al., manuscript in preparation). 

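Histone H4 and a pair of neighbouring hypothetical proteins were among the 10 largest rises past the test at 6 h, 18 h and 48 h. Tb11.02.5490 had log2 fold changes against stumpy forms of 2.44 at 6 h, 3.53 at 18 h and 3.17 at 48 h (adjusted p = 0.00602, 4.17e-05 and 0.000264 from limma), and Tb11.02.5480 of 2.07, 2.91 and 2.77 (adjusted p = 0.0157, 0.000323 and 0.00033), each higher in 5 of 5, 4 of 4 and 5 of 5 arrays. At 48 h, 9 probes were lower, among them the receptor-type adenylate cyclase Tb927.4.4410 at -2.14 (standard error 0.50, adjusted p = 0.048, 5 of 5). At an adjusted p under 0.05, 0 probes differed at 1 h (419 at an unadjusted p under 0.05, lowest adjusted p 0.0509), 24 at 6 h (22 higher), 27 at 18 h (24 higher) and 26 at 48 h (17 higher). With the bio-replicate as a block the counts were 7, 46, 104 and 133, and with batch as a block 0, 27, 63 and 19. Leaving out 1 stumpy array gave 0 to 54 at 1 h, 2 to 59 at 6 h, 6 to 66 at 18 h and 3 to 266 at 48 h, highest without R1 in each case. The stumpy arrays then left, B1 and sam, are of 1 batch, so these higher counts cannot be told apart from batch. At 1 h, 3 probes passed without the 1 h array of B1 and 1 without stumpy sam; 7, 14 and 2 passed at 6 h without stumpy B1, 6 h R1 and stumpy sam. At 18 h, 6, 9 and 11 passed without stumpy B1, stumpy sam and 18 h sam, and at 48 h 3, 3, 15 and 4 without stumpy B1, stumpy sam, 48 h B3R2 and 48 h R1.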

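Transcripts can be sorted by the time at which they first exceeded a 2-fold change. Of 212 probes in the 10 profiles of Additional file 7, 109 were induced and high at 48 h, 20 from 1 h, 20 from 6 h, 17 from 18 h and 52 at 48 h alone. Whether these 52 stayed high is not known, as 48 h was the last time sampled. The other 103 were transient, 25 at 1 h, 14 at 6 h, 52 at 18 h, 5 at 1 h and 6 h, 4 at 6 h and 18 h, and 3 from 1 h to 18 h. The 2 sets of profiles held 343 probes without bio-replicate R1. Of 100 splits of the arrays into groups of these sizes, 31 gave as many probes in these profiles, the highest 574, and the times were not compared with each other for these probes.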

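Cells that leave the host's blood must take up other nutrients. The amino acid transporter Tb927.8.7670 had log2 fold changes against stumpy forms of 1.03 at 1 h, 0.46 at 6 h, 0.61 at 18 h and 0.70 at 48 h, and the nucleobase transporter Tb11.02.1100 of 1.11, 0.57, 0.60 and 0.44. The phosphatase substrate Tb09.160.4460 was at 1.31 at 1 h and 1.05 at 6 h and returned to -0.26 at 18 h. The transporter Tb927.4.4000 reached 0.81 at 1 h, short of the 2-fold change. All 4 were higher in 5 of 5 arrays at 1 h, with adjusted p from 0.628 to 0.927 from limma, so that none passed the adjusted test. As lists, 27 probes of amino acid transport and 6 of purine nucleoside transport did not pass the test at 1 h (median -0.0046 and -0.21, camera adjusted p = 0.28 and 0.473, and 0.529 for both with an estimated correlation).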

The activation of translation early in the differentiation time course was also evidenced by the enrichment of mRNAs for two nucleolar proteins (NOP44/46 [63], elevated at 1 h and 6 h), a nucleolar RNA helicase (Tb927.5.4420, elevated at 1-18 h), and ribosomal components (Tb10.70.5670, EIF1α).

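The nucleolus makes the ribosomes that a resumed protein synthesis needs. The nucleolar RNA-binding protein Tb927.8.760 had log2 fold changes against stumpy forms of 1.07 at 1 h and 1.24 at 6 h (standard error 0.32, adjusted p = 0.0899 from limma, 5 of 5 arrays), and 0.93 and 0.80 later. The nucleolar RNA helicase Tb927.5.4420 was at 1.11, 0.92 and 0.89 from 1 h to 18 h, and EF-1-alpha (Tb10.70.5670) at 1.03, 1.27 (adjusted p = 0.081, 5 of 5 arrays) and 1.09. None passed the adjusted test. Of 12 probes of the nucleolus, 10 were higher at 1 h, with a median of 0.28 (camera, adjusted p = 0.0516, and adjusted p = 0.171 with an estimated correlation).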

**Figure 8:**
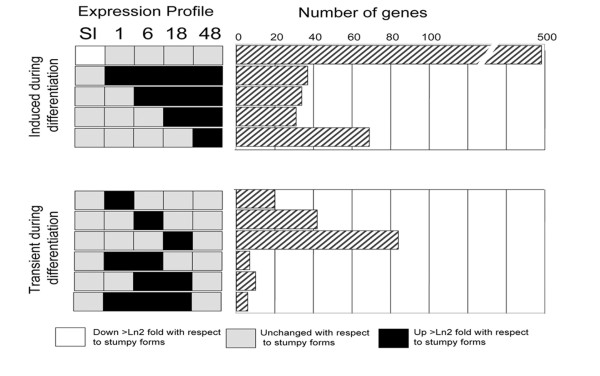
**Dynamic expression profile changes during differentiation between stumpy and procyclic forms**. The expression profile of each transcript cohort is shown on the left hand side and represents the overall expression of transcripts relative to stumpy forms. Transcripts induced at different times during differentiation are shown on the top panel, whereas transcripts transiently elevated during development are shown on the bottom panel. The right hand side shows the number of genes in each cohort.

In order to functionally classify transcripts during the differentiation events, a GO analysis of the significantly regulated mRNAs was performed. Thus, transcripts significantly regulated at the P < 0.05 level were analysed across the three GO ontologies (biological process, molecular function, cellular compartment) using hypergeometric tests, with enrichment of any one GO group (P < 0.01) being scored independently for genes up and down-regulated in each comparison with respect to the GO-group frequency for all genes on the array. The complete list of GO assignments of those genes up- or down- regulated during differentiation from stumpy to procyclic forms is provided in Additional file 8. Analysis of those genes whose expression was temporally regulated during differentiation demonstrated that upon the initiation of differentiation to procyclic forms (t = 1 h), transcripts associated with RNA translation, transport and regulation were rapidly enriched, whereas endonucleases were down-regulated, this matching the overall increase in mRNA abundance and protein synthesis predicted as the cells enter into the differentiation programme (Figure 1B, [64]). 

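At 1 h after the signal, the list of ribosomal transcripts lay above stumpy forms at the preset correlation, a result that did not hold with an estimated correlation or with cyclic loess. Of 115 probes for structural constituents of the ribosome, 96 were higher at 1 h than in stumpy forms, with a median log2 fold change of 0.35 (camera, adjusted p = 1.67e-10, and adjusted p = 0.171 with an estimated correlation). For ribosome biogenesis and rRNA processing it was 23 of 33 with a median of 0.29 (adjusted p = 0.0176, and adjusted p = 0.267 with an estimated correlation). Procyclins and procyclin-associated genes, listed before the data were examined, had 7 of 10 probes higher with a median of 0.11 (adjusted p = 0.0155, and adjusted p = 0.171 with an estimated correlation); 0 passed limma's test over all probes and 3 when adjusted over the list alone. Probes of adenylate cyclase activity were lower in 37 of 53 cases, with a median of -0.17 (adjusted p = 0.0258, and adjusted p = 0.171 with an estimated correlation). With batch as a block the medians were 0.37, 0.34, 0.18 and -0.13 in the same order, with adjusted p over 0.05 for ribosome biogenesis (0.0721) and adenylate cyclases (0.0975). In the batch that holds 1 array of each group, too few to tell whether a shift held, they were 0.10, 0.20, 0.38 and 0.04. With cyclic loess the adjusted p of all 4 lists rose over 0.05 (0.0689 to 0.123). Probes of nucleases did not shift past the test (8 of 13 lower, median -0.21, adjusted p = 0.473, and adjusted p = 0.529 with an estimated correlation).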

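Between 1 h and 6 h, histone H4 was the chromatin transcript that passed. Histone H4 (Tb927.5.4240) was higher at 6 h than at 1 h by a log2 fold change of 2.03 (standard error 0.36, adjusted p = 0.00936 from limma, 5 of 5 arrays). The hypothetical protein Tb10.6k15.1450 was higher by 2.10 (standard error 0.37, adjusted p = 0.00936, 5 of 5 arrays), and no other probe passed. With the bio-replicate as a block 5 probes passed, these 2 among them. Histones H2B and H2A had 1.71 (adjusted p = 0.0784, 5 of 5) and 1.35 (adjusted p = 0.57, 5 of 5), and the HMG protein 1.12 (adjusted p = 0.624, 5 of 5). Beta-tubulin had 1.11, alpha-tubulin (Tb927.1.2360) 1.03, eIF4E (Tb10.61.0210) 0.84, the flagellar calcium-binding protein 0.62, an MCM subunit (Tb927.2.3930) 0.60 and histone deacetylase 2 (Tb11.01.7240) 0.37, each with an adjusted p of 1.00. PFR1 and PFR2 both had 0.04. The probe of PFR2 exceeded the 95th percentile of the control probes on 2 of all 25 arrays, so a change in it may not show. The calls depend on the bio-replicates kept, as 7 probes passed without B1, 1 without R1 and 0 without B2, B3R2 or sam (148 at an unadjusted p under 0.05 with all arrays). They end with the B1 arrays exchanged, whose 1 h and 6 h labels differ between the 2 deposits, and with the authors' table, subgrid centring or only the 2 groups (0 probes each), and 7 of 100 splits of the arrays gave as many.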

Within 6 h of the initiation of development to procyclic forms, translation associated mRNAs (EIF4E, Tb10.61.0210) were enriched with respect to T = 1 h, as were mRNAs encoding proteins associated with DNA replication (histone H2A, Tb927.7.2870; histone H2B, Tb10.406.0370; histone H4, Tb927.5.4240, histone deacetylase 2, Tb11.01.7240; a minichromosome maintenance protein complex subunit, Tb927.2.3930 and an HMG protein, Tb927.3.349) and structural proteins (PFRA, Tb927.3.4310; PFRB, Tb927.8.4990; flagellum calcium binding protein, Tb927.8.5460; alpha-tubulin, Tb927.1.2360 and beta-tubulin, Tb927.1.2370). These are each consistent with preparation of the differentiating cells for re-entry into the proliferative cell-cycle, which occurs at 8-10 h into the differentiation programme. Although there were relatively few transient changes in mRNAs with discrete GO classification groups beyond 6 h, there was a significant and progressive trend for the up-regulation of genes contributing to translation, and trans splicing during the differentiation programme, matching expectation as stumpy forms progress from translational quiescence into proliferative procyclic forms which are highly active in protein synthesis with abundant polyribosomes [44]. 

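At the preset correlation, the ribosomal list lay above stumpy forms at 6 h, 18 h and 48 h, and the lists of flagellum and glycosome at 18 h. The ribosomal list had medians of 0.25, 0.27 and 0.39 at 6 h, 18 h and 48 h, with 87, 90 and 86 of 115 probes higher (camera, adjusted p = 5.88e-05, 8.86e-05 and 4.49e-06). With an estimated correlation its adjusted p was 0.324, 0.39 and 0.371, and with cyclic loess it did not pass, at 6 h with the direction of the test reversed around a median of 0.0031. At 6 h, procyclins (0.18, adjusted p = 0.00668), translation factors (0.20, adjusted p = 0.025), proteasome (0.29, 12 of 14 probes, adjusted p = 0.025) and translational initiation (0.25, adjusted p = 0.0338) passed as higher at the preset correlation, and none did with an estimated one (adjusted p = 0.127, 0.127, 0.153 and 0.278). At 18 h, flagellum and cell motility had a median of 0.57 (14 of 16 probes, adjusted p = 0.000182), the glycosome 0.43 (14 of 17, adjusted p = 0.00207), the proteasome 0.41 (11 of 14, adjusted p = 0.0325), nucleosome and chromosome organization 0.23 (adjusted p = 0.0072) and unfolded protein binding 0.20 (adjusted p = 0.0477); with an estimated correlation the adjusted p was 0.0776, 0.0952, 0.195, 0.0776 and 0.39. Adenylate cyclase activity was lower at 6 h (-0.18, adjusted p = 0.0111), 18 h (-0.17, adjusted p = 0.0072) and 48 h (-0.17, adjusted p = 0.00431), and with an estimated correlation it did not pass (adjusted p = 0.127, 0.0952 and 0.181). Cyclic loess ended the calls of the cyclases (adjusted p = 0.105, 0.0511 and 0.0928) and of unfolded protein binding (adjusted p = 0.0688). Splicing, trans splicing included, did not pass (34 probes, medians from 0.04 to 0.13, adjusted p from 0.574 to 0.994, and from 0.585 to 0.994 with an estimated correlation). When batch entered as a block, the adjusted p at 6 h rose over 0.05 for translation factors (0.093), translational initiation (0.093), proteasome (0.145) and adenylate cyclases (0.0787). With the bio-replicate as a block, translation factors at 6 h (adjusted p = 0.0847) and the proteasome at 18 h (adjusted p = 0.0685) no longer passed.

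**Figure D2:**
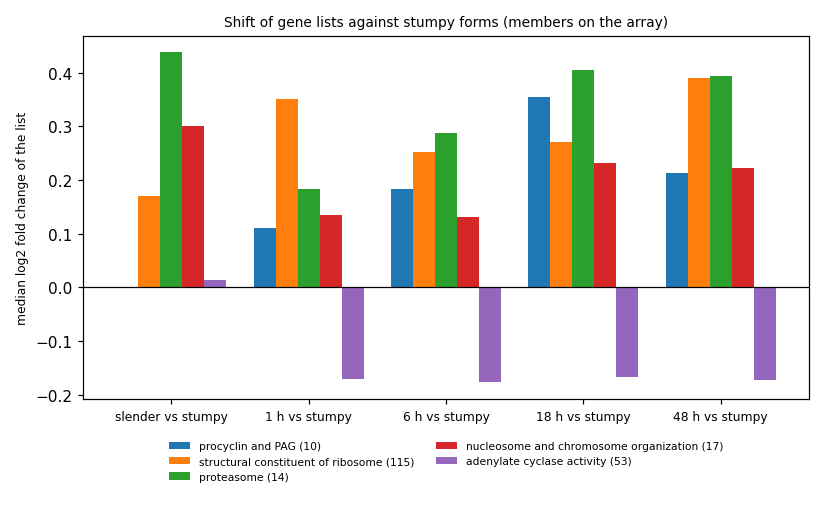
Median log2 fold change against stumpy forms (y axis) of the probes of 5 gene lists, in slender forms and at each time after the start of differentiation (x axis); each bar is 1 list, with its number of probes in the legend. The ribosomal list lies at 0.25 or higher from 1 h to 48 h and at 0.17 in slender forms; with cyclic loess its median at 6 h was 0.0031.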

A summary of the GO groups elevated at each time point with respect to stumpy cells (assigned according to their frequency in each 'molecular function' category) is presented in Figure 9, whereas a profile of the statistically significant changes in GO group representation during differentiation is shown in Table 2.

**Table 2:** Enrichment or reduction of GO groups with respect to stumpy forms

**Comparison**	**Enriched with respect to Stumpy**	**Reduced with respect to Stumpy**
**Slender relative to T0**	protein-DNA complex assembly, various other chromatin-related terms	anion channel activity
**T1 relative to T0**	RNA transport, translation regulation	endonuclease activity
**T6 relative to T0**	translation, signalling, calmodulin binding, hexose transport	cell adhesion
**T18 relative to T0**	oxido-reductase activity	cell signalling (cyclase activity)
**T48 relative to T0**	trans-splicing, translation	anion channel activity

Enrichment of particular GO groups were assessed, using a hypergeometric test, to determine whether the GO terms attached to each individual gene were overrepresented relative to all genes (and their associated GO terms) present on the arrays. The enrichment of GO terms in genes up- and down-regulated during different periods of differentiation are shown.

**Figure 9:**
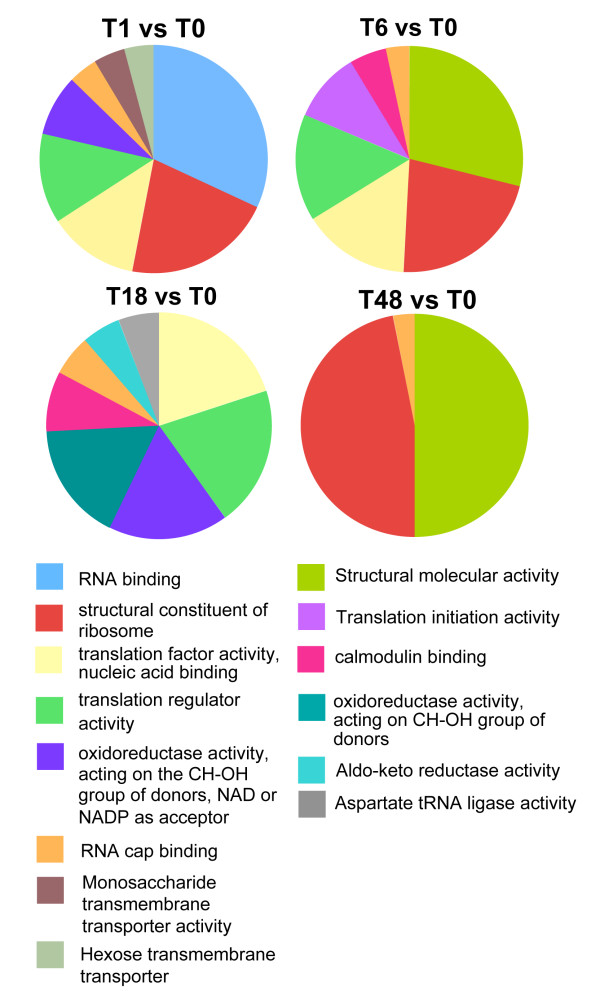
**Gene ontology classifications for transcripts elevated at different time points after the initiation of differentiation from stumpy forms to procyclic forms**. Up-regulated genes at each time point were classified according to the 'molecular function' gene ontology and the frequency of members of each classification plotted as a fraction of the total number of regulated genes. The source data for genes up- and down- regulated during differentiation and at transient windows throughout the differentiation programme are provided in Additional file 8.

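Regulated genes were spread over all 11 chromosomes. A change of at least 2-fold in any of the 5 comparisons with stumpy forms, among probes with an unadjusted p under 0.05 in at least 1 of them, was found for 1291 of 8332 probes. Counted with both conditions in the same comparison, 312 probes were higher and 550 lower in slender forms. At 1 h 91 were higher and 92 lower, at 6 h 118 and 96, at 18 h 175 and 147, and at 48 h 195 and 248. The set held 2011 probes without bio-replicate R1.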

In order to determine if any genomic clustering was evident for co-regulated transcript groups during the differentiation programme we also analysed the chromosomal context of the 2166 genes identified as showing 2-fold expression differences at the 5% level in one or more of the comparisons: Slender *vs*. T0, T1 *vs*. T0, T6 *vs*. T0, and T48 *vs*. T0. These genes were plotted in physical order along each of the 11 chromosomes of the *T. brucei *genome and colour coded with respect to their up- or down-regulation according to the trinary code classes described above (Additional file 9). 

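Genes of a trypanosome chromosome are transcribed in long units, so neighbours share their transcription. Of 8284 pairs of genes adjacent among the array genes of a chromosome, 8 had the same change at 1 h, 9 at 6 h, 18 at 18 h, 21 at 48 h and 58 between slender and stumpy forms. Permuting the codes over the genes of each chromosome (100000 permutations, one-sided) gave 2.05, 3.07, 7.08, 12.7 and 48.7 pairs on average, with adjusted p = 0.00282, 0.0059, 0.0016, 0.0219 and 0.0918. Pairs with the same change made up 0.700% of adjacent pairs or less. Among 2065 neighbouring pairs of different product name, with hypothetical proteins taken as 1 name, 3, 5, 12, 10 and 24 had the same change where chance gave 1.01, 1.47, 3.39, 6.08 and 24.1 (adjusted p = 0.109, 0.043, 0.0009, 0.109 and 0.534). A stricter rule, chosen after that result, compares only the first name listed and left 2, 4, 10, 10 and 23 of 2043 pairs (adjusted p = 0.318, 0.137, 0.0102, 0.137 and 0.6), so that 6 h passed under 1 rule and 18 h under both. Coding every gene by the sign of its change, the ratio to chance was 0.997 at 6 h and at 48 h (adjusted p = 0.608 for both), while 1 h, 18 h and slender against stumpy forms passed (1.04, 1.03 and 1.03, adjusted p = 0.0035, 0.0153 and 0.0153). Probes of near-identical copies may detect each other's transcript, and the names cover 5515 of the genes, so that fewer pairs could be tested there.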

Supporting previous small-scale analyses of gene clustering for genes differentially regulated between different life-cycle stages, this revealed no extensive physical association of co-regulated gene clusters in the trypanosome genome. This provides further comprehensive evidence for regulation of the genome of *T. brucei *at the level of post-transcriptional operons.

### Analysis of stumpy-enriched transcripts by oligonucleotide motif scoring

We recently applied an oligonucleotide frequency scoring algorithm to identify nucleotide motifs statistically over-represented in the 3'UTR of procyclic form enriched transcripts in order to identify potential regulatory sequences [62]. The same approach was applied here to analyse the subset of transcripts predicted to be up-regulated in stumpy forms, these being searched for sequences statistically overrepresented when compared with either slender forms, or differentiating parasites. As in our previous analysis a training set derived from the 300 nt downstream of the stop codon of all predicted open reading frames on chromosome 1 and 2 (883 genes) of the *T. brucei *genome was generated. This provided frequency tables which were used to interrogate the 300 nt region downstream of the 40 transcripts predicted to be enriched in stumpy forms (i.e. those genes with a -1, -1, -1, -1, -1 trinary profile; Additional file 5) this being carried out using the Regulatory Sequence Analysis Tools (RSAT) web server [65]. Comparison of the two datasets identified two related hexanucleotide sequences in the stumpy enriched cohort (TCTTAC and TTCTTA) these being named stumpy motif 1 and stumpy motif 2 (SM1 and SM2). Of the cohort of 40 stumpy-enriched transcripts, SM1 was detected in 7/40 transcripts (17.5%) whereas SM2 was present in 12/40 (30%) of transcripts, with at least one of the motifs being present in 33% of stumpy-enriched transcripts. This contrasted with the frequency of these motifs in the 300 nt downstream of every gene predicted in the *T. brucei *genome database (a set of 11,008 genes) of 6.2% (SM1) or 11.5% (SM2), respectively.

Most interestingly, when we expanded the analysis to examine the 3'UTR of those genes with the highest overall probability of being enriched in stumpy forms when compared with slender forms (i.e. genes up-regulated in stumpy forms with an adjusted p value of between 0.01 and 0.06, this representing a cohort of 106 genes) we found that the context of the over-represented oligonucleotide sequences was not random (Figure 10). Thus, applying oligonucleotide frequency scoring to this gene set again identified the SM1 sequence (TCTTAC) as the most significantly over-represented motif, it being present at a frequency of 14% compared to 6.2% in the background dataset. However, when the position of the motif was determined in relation to the stop codon, we found that it was predominantly located 151-200 nt downstream of the stop codon, whereas there was no obvious positional enrichment of the motif in the 683 genes from the rest of the trypanosome genome that harbour SM1. We conclude that two related oligonucleotide motifs SM1 (TCTTAC) and SM2 (TTCTTA) are overrepresented in the 3'UTR of those mRNAs more abundant in stumpy forms and that SM1 shows a positional bias 150-200 nt downstream from the gene stop codon. This suggests that these sequences might represent context-specific regulatory motifs contributing to elevated gene expression in stumpy forms.

**Figure 10:**
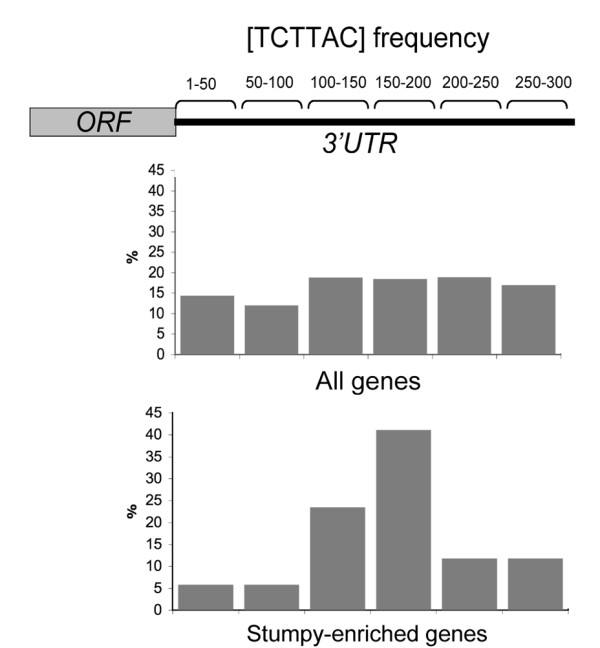
**Motif analysis for the regulation of transcripts predicted to be up-regulated in stumpy forms**. Oligonucleotide frequency analysis of the 300 nt downstream of genes identified as being up-regulated in stumpy forms with respect to other points in the differentiation programme. Two motifs were identified as being statistically overrepresented, of which SM1 (TCTTAC) was also elevated among the most strongly regulated genes in the stumpy expressed cohort. Positional analysis of the 3'UTR of those transcripts with this motif demonstrated a location bias 151-200 nt downstream of the stop codon of the associated gene. In contrast the position of the motif among genes not up-regulated in stumpy forms demonstrated no discernable positional bias.

## Discussion

In this paper we describe an analysis of the mRNA expression profile of trypanosomes from two discrete bloodstream form stages of the parasite (slender and stumpy forms), as well as during the transition of the stumpy population to the procyclic life-cycle stage. Although previous analyses have compared either cultured or rodent derived bloodstream form parasites with cultured procyclic forms [37,38], our analysis represents the first comparison of in vivo derived pleomorphic slender cells with genetically identical stumpy forms, and a first analysis of the dynamic changes in mRNA profile that accompany the transition to procyclic forms. Previous analyses of the differentiation from stumpy to procyclic forms have established that this transition follows a defined and highly reproducible temporal programme, with progression through the major events of differentiation occurring with great synchrony in the population [33]. This provides a considerable power to the analysis of regulated mRNA changes because the observed changes at the population level can be used to direct infer changes at the individual cell level. Moreover, by tracking the progressive changes in mRNA abundance between time points in the differentiation programme, trends in the expression of individual or groups of transcripts can be identified, enabling regulated changes in expression to be distinguished from sample-specific variations.

Consistent with current consensus for the best optimisation of microarray analyses [66], our study focused on maximising the number of biological replicates, with 5 bio-replicates used for the stumpy and differentiating cell populations and 4 bio-replicates used for the pleomorphic slender populations. This allows both measurement and biological variability to be assessed and statistically tested, providing considerable statistical power over technical replicates alone. However, the consequence of this approach is that the ability to detect significantly regulated transcript groups is likely to be somewhat quenched due to the extent of biological variability, such that transcripts known to be differentially regulated may fall outwith the range of statistical significance. This is particularly the case when considering the analysis of stumpy and differentiating populations, which were derived after independent growth in individual mice over six days, likely generating considerable variability in many regulated mRNAs. Nonetheless, by detailed analysis of several cytological events of differentiation, the overall developmental progression of the distinct populations was found to be remarkably consistent enabling the identification of distinct regulated transcript profiles through the transformation process.

Our analyses focussed particularly on mRNAs up-regulated in the bloodstream stumpy form. These are the transmission stage of the trypanosome in the mammalian blood and have not been subject to extensive molecular analysis. A number of characteristics define stumpy forms cytologically: their characteristic morphology [27], cell-cycle arrest [67], resistance to proteolytic [29] and pH stress [30] and their capacity for differentiation in response to low concentrations of citrate/cis aconitate (CCA) when exposed to cold shock conditions [51,68]. Consistent with these characteristics, we observed that cell-cycle related transcripts were down-regulated in the stumpy forms (e.g. histone transcripts) whereas the PAD mRNAs (required for CCA reception) [51] were up-regulated. In addition to these changes we also observed by mRNA analysis and phenotypic validation that the lipid profile of stumpy forms was modified with respect to slender forms, with the expression of IPC representing either pre-adaptation for their differentiation to procyclic forms or early expression of this pathway. Indeed, individual analysis of the expression of each of the four sphingolipid synthase genes showed that one, *TbSLS1 *(Tb9.211.1030), exhibited particular developmental regulation, indicating that this gene may encode the *T. brucei *IPC synthase. Based on this prediction, a biochemical analysis has recently confirmed that *Tb*SLS1 has IPC synthase activity, functionally distinguishing it from the closely related *Tb*SLS4, which exhibits sphingomyelin/ethanolamine phosphorylceramide synthase activity [48] (Professor Jay Bangs, University of Wisconsin, USA; personal communication). Interestingly, squaline monooxygenase utilised in sterol biosynthesis was also up-regulated in stumpy forms. These changes in the lipid composition of stumpy forms perhaps provide explanation for the more robust characteristics of stumpy forms when compared to bloodstream slender forms [29,30] or demonstrate a requirement for rapid membrane rearrangement upon entry into the tsetse fly. Although a functional analysis of other stumpy-enriched transcripts is needed to dissect their role in stumpy form biology, several of the identified molecules are consistent with the characteristics of this life cycle stage. For example, the enhanced expression of two chloride channel proteins related to mammalian lysosomal chloride channel proteins may reflect the known elevated lysosomal activity of stumpy forms [50].

In an attempt to distinguish transcripts regulated as a pre-adaptation for the transformation to procyclic forms, we analysed mRNAs elevated in stumpy forms and 1 h into the differentiation programme. Unsurprisingly in these very transient expression profiles, some discrepancy with the validation assays was observed, possibly reflecting both normalisation bias and some non-systematic errors. Nonetheless, the analysis identified a relatively small subset of significantly elevated mRNAs, which comprised surface protein mRNAs, possible gene expression regulators, the aforementioned membrane lipid components and some metabolic enzymes. In all probability these will be a considerable under-representation of those molecules whose expression is enriched in stumpy cells because no account is taken of the differential translational efficiency of mRNAs whose overall abundance does not change significantly. Nonetheless, by bioinformatic comparison of these stumpy enriched mRNAs with the whole cohort of predicted genes in the trypanosome genome, enriched oligonucleotide sequences (SM1, SM2) could be identified in their 3'UTRs. These related motifs were statistically over-represented among stumpy mRNAs and one, SM1, exhibited a positional bias within the 3'UTR, being enriched 150-200 nt from the stop codon. Although the functional significance of over-represented oligonucleotide motifs requires experimental validation, the presence of a positional bias is not expected for a motif or motifs over-represented by chance alone and instead suggests a possible context-dependent function.

As well as focussing on stumpy-enriched mRNAs, we also analysed the dynamic changes in mRNA profiles during synchronous differentiation of stumpy forms to procyclic forms. Analysis of the resulting profiles particularly highlighted the increased abundance of mRNAs associated with the mechanisms of protein synthesis and translational control. This is not surprising: previous analyses of the polysomal profile of slender, stumpy and procyclic forms have established that stumpy forms are particularly quiescent, with metabolic labelling indicating that stumpy forms show only ~25% protein synthesis of bloodstream slender forms [44], TKS and KM, unpublished observations). After the rapid induction of mRNAs associated with translational processes, the parasites up-regulated mRNAs associated with cell proliferation, including genes required for DNA replication as well as structural components required for cell division. The kinetics of these molecular changes matched well the previously characterised cytological differentiation events, being induced after 6 h in differentiation conditions. Thereafter mRNAs associated with the metabolic changes that accompany differentiation were up-regulated. These changes indicate that there is rapid adaptation in terms of the mRNA profile as cells initiate differentiation to procyclic forms.

Although the tracking of known transcripts during the developmental events is informative and reassuring, the most interesting new information is likely to emerge from the analysis of genes which, although regulated, have no known function assigned or where distinct function cannot be assigned on the basis of sequence alone. Two examples that emerge from our analysis include the differential profile of sphingolipid synthesis genes described above and the observed transient elevation of histone deacetylase 2 during differentiation. Unlike the three other histone deacetylases in *T. brucei*, gene deletion of histone deacetylase 2 does not generate phenotype in bloodstream forms or during monomorphic cell differentiation [69]; however more detailed analysis of pleomorphs undergoing synchronous differentiation may uncover a subtle or unexpected role in development, as observed for these molecules in other systems [70]. Finally, although genes with similar expression profiles were not clustered in the genome, analysis of the regulatory motifs governing the co-expression of unlinked genes may allow cryptic regulatory motifs to be identified and post-transcriptional operons to be defined [71]. Hence, analysing genes with regulated expression profiles or which are co-regulated with other genes of known and unknown function should help to dissect the co-ordination of events necessary to generate a successfully differentiated procyclic form cell.

## Conclusion

The synchronous differentiation between bloodstream stumpy forms and procyclic forms in vitro has been exploited to identify regulated changes in gene expression during accessible developmental transitions of the African trypanosome. mRNA profiles were derived and analysed in the context of known biological markers for discrete steps in the differentiation programme and comparisons made between different samples at important points in its progression. Observed changes in gene expression have been verified by the analysis of known gene expression profiles or phenotypic analysis. The resulting data set will prove useful in analysing expression trends during transmission between bloodstream and procyclic forms of *Trypanosoma brucei*.

## Methods

### Trypanosomes and biological sample generation

*Trypanosoma brucei brucei *AnTat1.1 were used for all assays. For sample generation parasites were grown in cyclophosphamide treated mice and purified from host blood in PSG at 37°C via DEAE cellulose. Harvested parasites were then centrifuged at 2000 rpm in a clinical centrifuge, resuspended in pre-warmed (37°C) HMI-9 medium at approximately 1 × 10^8^/ml and settled for 60 minutes. Time 0 h time points were prepared by harvesting 2 ml of culture (2 × 10^7 ^parasites), the remaining 8 ml being added to 32 ml of SDM-79 medium containing 6 mM cis-aconitate and 10 mM glycerol. 10 ml aliquots were then taken at 1 h, 6 h, 18 h, with an additional 1 ml being harvested to prepare air dried smears, which were fixed in methanol at -20°C. At 18 h a further 10 ml of SDM79 was added to the remaining fluid (4-5 ml) and 10 ml of this harvested at 48 h for RNA preparation. Analyses of cell differentiation were carried out by immunofluorescence microscopy, as previously described [33], using antibodies specific for mouse anti-EP procyclin (1:500; Cedar Lane Laboratories) or rabbit anti-AnTat1.1 VSG (1:10,000; a kind gift of Professor Jay Bangs), with slides being counterstained with DAPI to allow visualisation of the cell nucleus and kinetoplast(s). Kinetoplast repositioning of 100 cells per sample was scored using ImageJ on a Zeiss Axioskop 2.

Pleomorphic slender cells were grown for 3 days in cyclophosphamide treated mice, then purified from host blood as for pleomorphic stumpy cells. The harvested parasites were then centrifuged at 2000 rpm in a clinical centrifuge and resuspended in HMI-9 medium, as above. Matching the treatment of stumpy forms, the slender cells were harvested after 1 h in HMI-9 and RNA prepared.

### RNA preparation

10 ml of cell suspension (~1 × 10^7 ^parasites) was centrifuged at 2000 rpm in a clinical centrifuge for 10 minutes, washed once for 1 minute with PSG and then the cell pellet lysed in 350 μl RLT buffer containing β-mercaptoethoanol, as specified in the "RNAeasy" RNA preparation protocol (QIAgen). RNA preparation was then completed according to the manufacturer's protocol, including the DNAse I treatment step.

### RNA analysis and array hybridization

Prior to use in microarray hybridizations, RNA samples were quality controlled using a Thermo Scientific NanoDrop™ 1000 Spectrophotometer to assess the quantity and then quality analysed on an Agilent RNA 6000 Nano chip (lab-on-a-chip), using a 2100 Agilent Bioanalyser. For target preparation, a primer containing poly dT and the T7 polymerase promoter was annealed to 500 ng of polyA+ RNA and reverse transcriptase used to synthesize the first and second strands of cDNA. Next, cRNA was synthesized from the double stranded cDNA using T7 RNA polymerase as specified by the manufacturer (low input linear amplification protocol; Agilent), this incorporating cyanine 3 (Cy3). Thereafter, 5 ug of the Cy3 target cRNAs were hybridised to the JCVI *Trypanosoma brucei *microarrays (version 3) for 18 hours at 60°C, washed, and scanned using an excitation wavelength of 532 nm and Cy3 detection filter in an Agilent microarray scanner (G2505B). Post hybridization and washing, microarray images were quantified using QuantArray software version 3 (Genomic Solutions). Northern blots were prepared and hybridized as described previously [62].

### Array normalisation and analysis

All array data analyses were performed in the R environment using Bioconductor packages ; . Briefly, array scans were background subtracted prior to QC analysis. Sub-standard arrays were removed from the analysis. The remainder were normalised within each array using printtiploess, and subsequently normalised across arrays using quantile normalisation. Data from control features were removed, and on-array duplicates averaged prior to linear model fitting and comparison of samples. Subsequently, empirical Bayesian analysis was applied (including p value adjustment for multiple testing, which controls for false discovery rate). The Bioconductor package limma was used (Smyth (2005) In:'Bioinformatics and Computational Biology Solutions using R and Bioconductor'. R. Gentleman, V. Carey, S. Dudoit, R. Irizarry, W. Huber (eds), Springer, New York, 2005). Gene lists, with accompanying statistical data, were generated for each comparison. Filtering of the data, whether by raw p value, adjusted p value, or fold change was as described within the text. Gene ontology (GO) enrichment analyses were carried out on appropriate subsets of the data, applying a hypergeometric test (available in the GOstats Bioconductor package). Up- and down-regulated loci were analysed separately across each of the three ontologies (BP: biological process; MF: molecular function; CC: cellular component). Array data has been uploaded to Gene Expression Omnibus with series accession ID GSE17026.

Oligonucleotide frequency scoring analysis was carried out essentially as described in [62].

### qRT-PCR

cDNA was made from 2 μg RNA using an oligo (dT)_15 _primer in a 20 μl total volume using the Reverse Transcription System (Promega) following the manufacturer's instructions, then diluted 1 in 5 with nuclease-free water. For qRT-PCR, 20 μl reactions were set up containing 5 μl cDNA in SYBR Green Master Mix (Roche) with 0.5 μM forward and reverse primers (these are listed in Table 3), these being validated by Amplify 3  and designed to amplify a 143-217 bp amplicon. Amplification was carried out in 96 well plates (Roche) in a LightCycler 480 machine comprising a 10 minute pre-incubation step at 95°C followed by 40 cycles of 95°C for 10 s, 55°C for 20 s, 72°C for 10 s with a single acquisition read at 82°C. A meltcurve analysis was performed from 65°C to 97°C with 2 acquisitions taken per °C, to test for primer dimer contamination. No-RT and no-template controls were run in each experiment and all wells were set up in duplicate. Relative quantification was calculated using the Pfaffl equation [72] using as a standard Tb10.389.0540, which was identified as being a stably expressed gene across all time points by array analysis.

**Table 3:** Primers used in qRT-PCR assays

Gene ID	Forward primer	Reverse primer
Tb10.26.0220	5' TCCAACCGATAACACGACAG 3'	5' CGATATGACCGACACGTCAC 3'
Tb927.7.7160	5' AGGCATCCATCGAGTACAGC 3'	5' TATCCTTCCGCAACACCTTC 3'
Tb10.6k15.3640	5' ACGGCCTCGTTGATACACTC 3'	5' CAACATTCCACCGACCATC 3'
Tb927.3.2710	5' GCAAGTCCATCACACAGGAG 3'	5' GAAGAGGCTACGGACACACC 3'
Tb927.1.4450	5' AGCAGCAGGTTATGGTGGAG 3'	5' ATACAACGATTCCGGTGAGC 3'
Tb10.389.0540	5' CCAGCCTTCTCAATCTCCAG 3'	5' GGCCACAGTTGGATAGCTTG 3'
Tb10.389.0650389.0650	5' ACGCTAGCACAACCAGAAGC 3'	5' GACCGACCAGGTCTTCTACG 3'

A list of all primers used to analyse gene expression profiles by qRT-PCR is shown with their associated Gene ID.

### Electrospray mass spectrometry analysis of parasite lipids

Total lipids from ~1 × 10^8 ^monomorphic bloodstream and stumpy trypanosomes were extracted by the method of Bligh and Dyer [73], dried under N_2, _and stored at 4°C. The lipid extracts were analyzed with a Micromass Quattro Ultima triple quadrupole mass spectrometer equipped with a nanoelectrospray source in both positive and negative ion modes. Tandem mass spectra (MS/MS) were obtained with collision offset energies as follows: 45 V, GPIno in negative ion mode, parent-ion scanning of m/z 241, as described previously [74]. Each spectrum encompassed at least 50 repetitive scans. Annotation of all phospholipids was also based upon comparison to their theoretical values and other ES-MS and ES-MS/MS analyses conducted on whole cell extracts (T. K. Smith, manuscript in preparation). Each spectrum encompassed at least 50 repetitive scans.

## Authors' contributions

SK carried out all trypanosome differentiation assays, analysed differentiation markers, prepared RNA samples and completed northern and qRT PCR experiments. KF carried out oligonucleotide frequency analysis and motif identification. AR performed microarray hybridisations, AI performed statistical normalisation and bioinformatics data analysis. TKS analysed the lipid composition of slender and stumpy form parasites. PG contributed to the study design. KM conceived the study and, with SK, analysed the data and wrote the manuscript, which was approved by all authors.

## Supplementary Material

Additional file 1 **Pairwise comparisons between slender and individual time-points for all genes represented on the microarrays**. Each column contains data with respect to each oligonucleotide represented on the array, with the parent Gene ID, product description, Protein ID, oligonucleotide sequence, oligonucleotide co-ordinates, signal intensity and statistical association provided for each. Annotations with respect to the presence of a signal peptide, transmembrane domain or GO classification are also detailed. Click here for file

Additional file 2 **Pairwise comparisons between different individual time-points for all genes represented on the microarrays**. Each column contains data with respect to each oligonucleotide represented on the array, with the parent Gene ID, product description, Protein ID, oligonucleotide sequence, oligonucleotide co-ordinates, signal intensity and statistical association provided for each. Annotations with respect to the presence of a signal peptide, transmembrane domain or GO classification are also detailed. Click here for file

Additional file 3 **Expression profile of all genes or those 407 genes exhibiting Log2 differential expression (P < 0.001) at one or more time points during differentiation**. Relative fold change in expression is given relative to stumpy forms (T0). Genes are sorted on the basis of relative differential between slender and stumpy forms, with genes up-regulated in slender forms with respect to stumpy forms having a positive value and genes down-regulated having a negative value. Associated statistical values for each comparison are available in Additional file 1 and Additional file 2. Click here for file

Additional file 4 **Genes exhibiting Log2 differential expression (adj P < 0.05 or adj P < 0.1) between pleomorphic slender and stumpy forms**. Sheet 1 shows genes up-regulated in slender forms with respect to stumpy forms; sheet 2 shows genes up-regulated in stumpy forms with respect to procyclic forms. Click here for file

Additional file 5 **Genes elevated in stumpy forms versus all other samples (trinary code profile -1,-1,-1,-1,-1) and genes elevated in stumpy cells and cells at T1 (i.e. 1 hour into the differentiation programme) (trinary code profile 0,-1,-1,-1,-1)**. Analysis of stumpy-enriched transcripts; only genes significant at the p < 0.05 level in one or more comparisons are considered, with the Log2 differential for each gene in each of the comparisons being assigned a trinary code based on whether the value was <-1 (code= -1), >1 (code= 1), or -1>x>1 (code= 0). Values are expressed relative to the expression of each gene in stumpy forms (T0) and are in the order T1 vs. T0, T6 vs. T0; T18 vs. T0; T48 vs. T0 and SL vs. T0. Click here for file

Additional file 6 **Summary of transient expression changes during differentiation to procyclic forms**. Genes were assigned to each temporal group based on their inclusion in the trinary profiles of transiently regulated genes. Click here for file

Additional file 7 **Expression profiles of genes exhibiting transient expression during differentiation**. Individual profiles of different transiently expressed groups as assigned to distinct trinary codes during the differentiation programme. Click here for file

Additional file 8 **Gene ontology analysis for genes temporally regulated during differentiation**. Genes on the array have been assigned annotation from any or all of the three gene ontologies (Biological process, BP; Molecular function, MF; cellular compartment, CC). The charts show the representation within distinct Gene ontology groups of significant genes (P < 0.05) within each comparison. Genes up-regulated and down-regulated are shown separately. Click here for file

Additional file 9 **Chromosomal location of the genes encoding regulated transcripts**. Physical clustering of genes exhibiting differential expression (P < 0.05) in the comparisons T1 vs. T0; T6 vs. T0; T18 vs. T0; T48 vs. T0 and SL vs. T0. The trinary codes for each gene significant at the 5% level were plotted in physical order along each chromosome. Blue denotes down-regulation, Red denotes up-regulation, white indicates 'no change'. No evidence of clustering was observed. Click here for file

# Supplementary material for: Genome-wide expression profiling of in vivo-derived bloodstream parasite stages and dynamic analysis of mRNA alterations during synchronous differentiation in Trypanosoma brucei
**Source:** BMC Genomics. 2009 Sep 11;10:427. doi: 10.1186/1471-2164-10-427

**2-fold changes relative to T0,
Chr. 1, 136 sig. genes, 16 "unchanging", 35 different profiles**

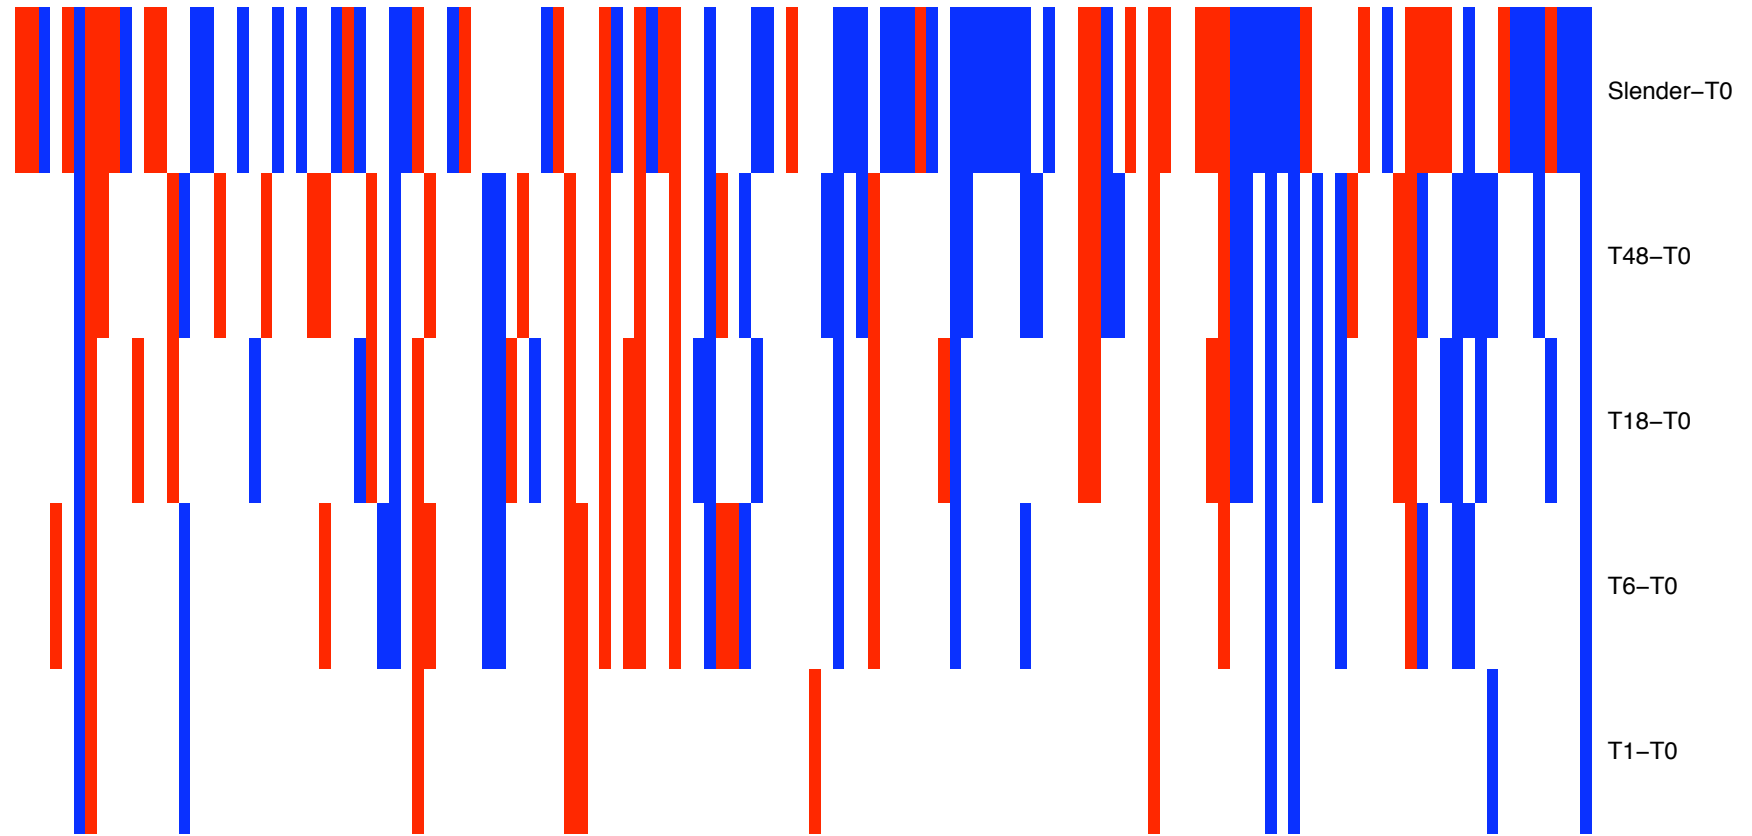

**2-fold changes relative to T0,
Chr. 2, 69 sig. genes, 9 "unchanging", 22 different profiles**

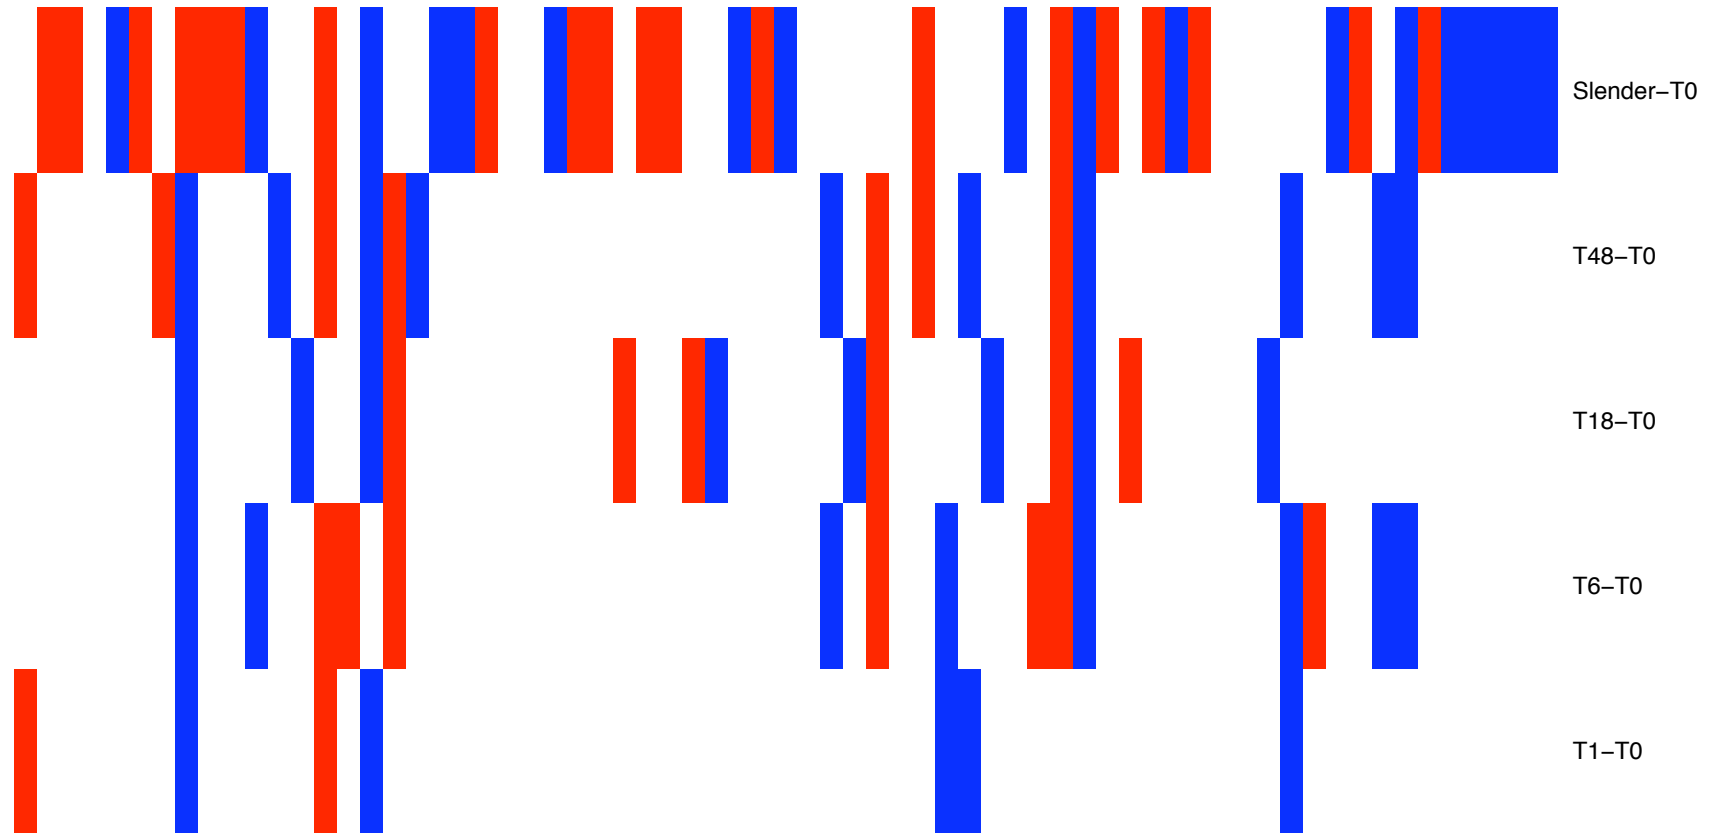

**2-fold changes relative to T0,
Chr. 3, 102 sig. genes, 17 "unchanging", 31 different profiles**

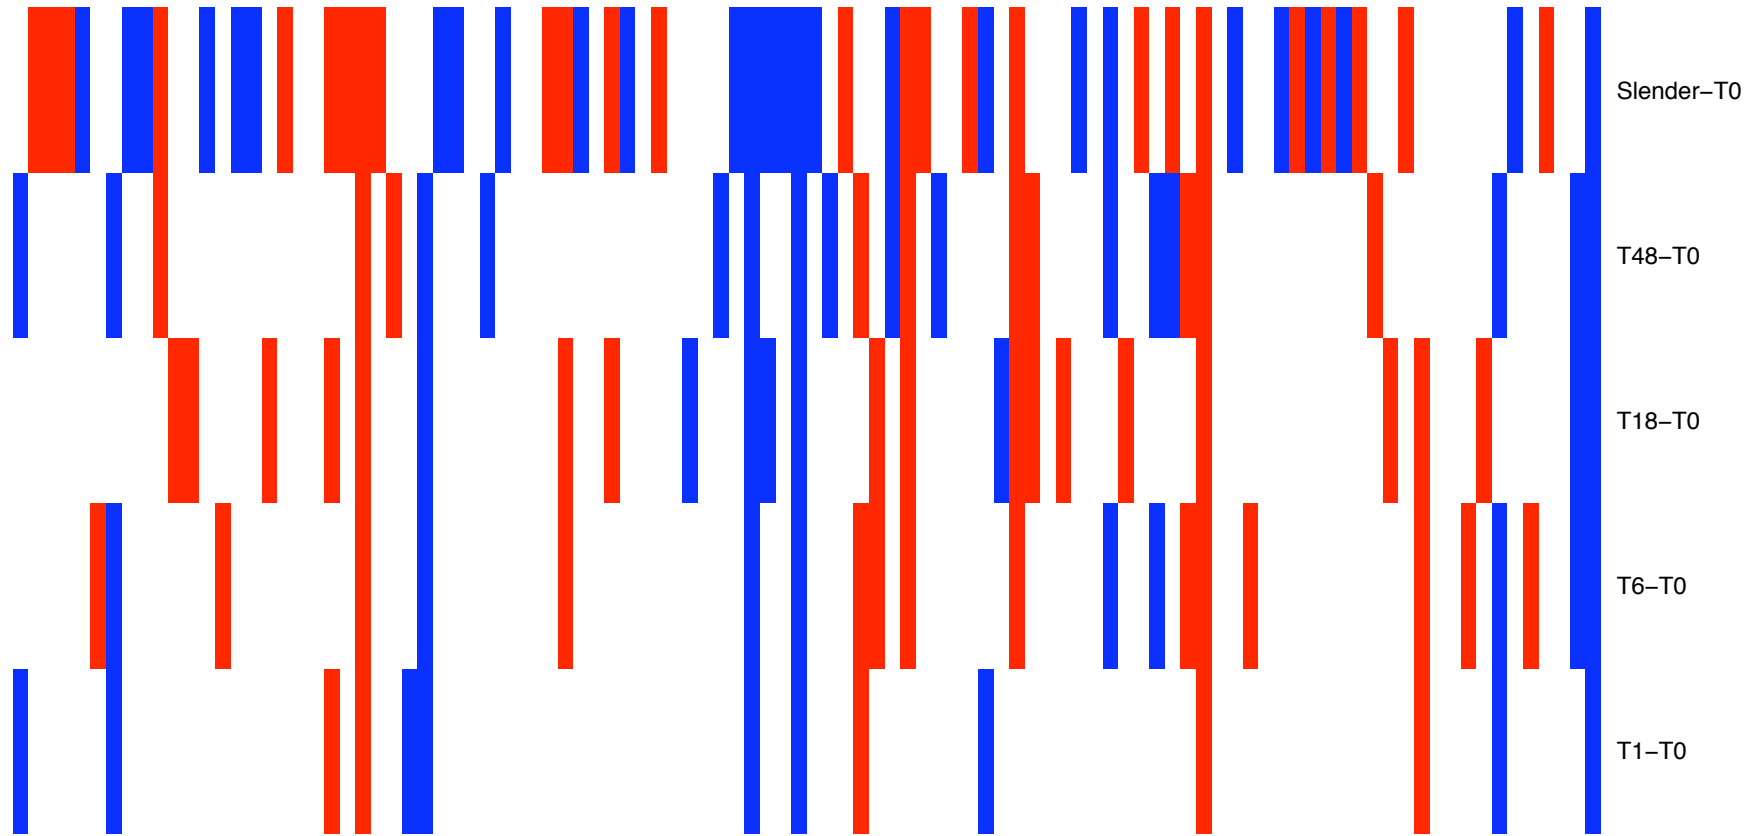

**2-fold changes relative to T0,
Chr. 4, 118 sig. genes, 15 "unchanging", 31 different profiles**

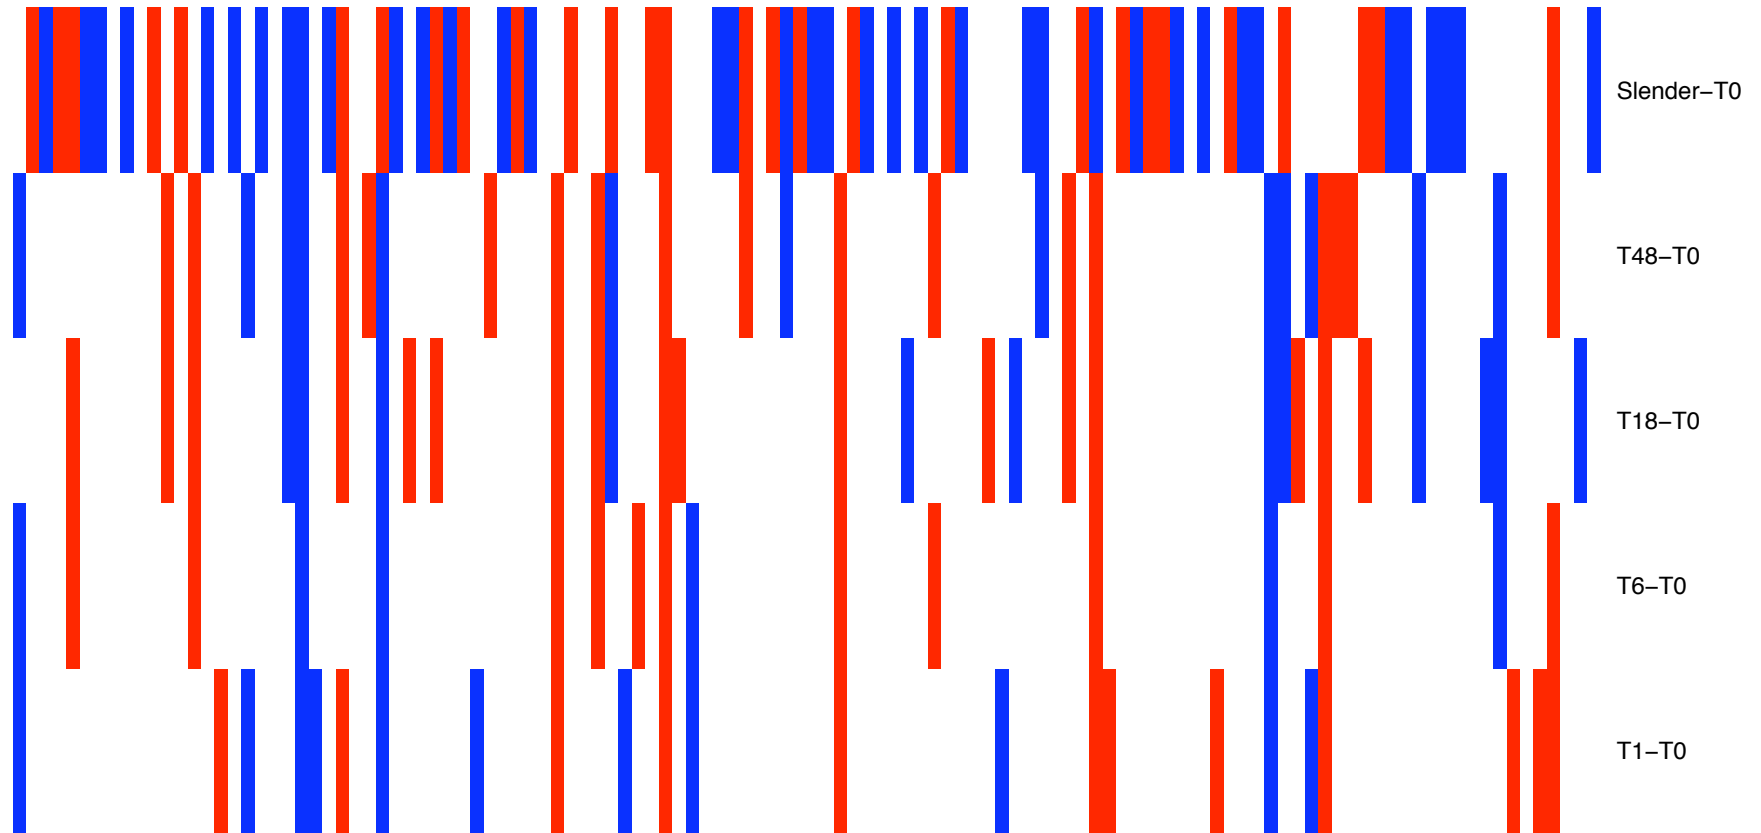

**2-fold changes relative to T0,
Chr. 5, 90 sig. genes, 7 "unchanging", 26 different profiles**

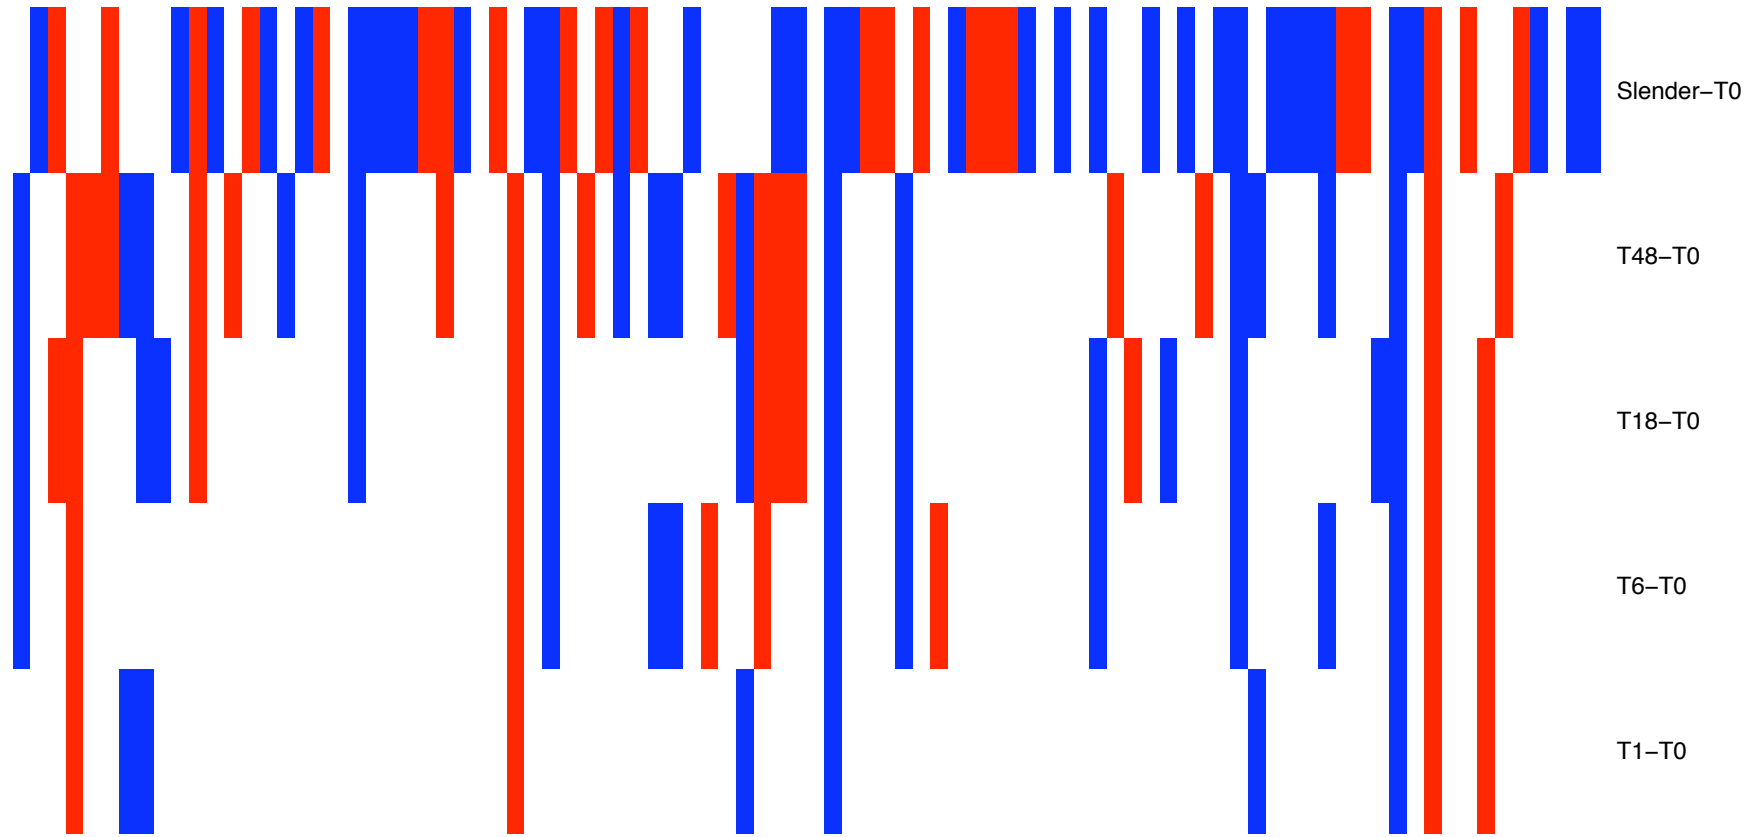

**2-fold changes relative to T0,
Chr. 6, 105 sig. genes, 13 "unchanging", 26 different profiles**

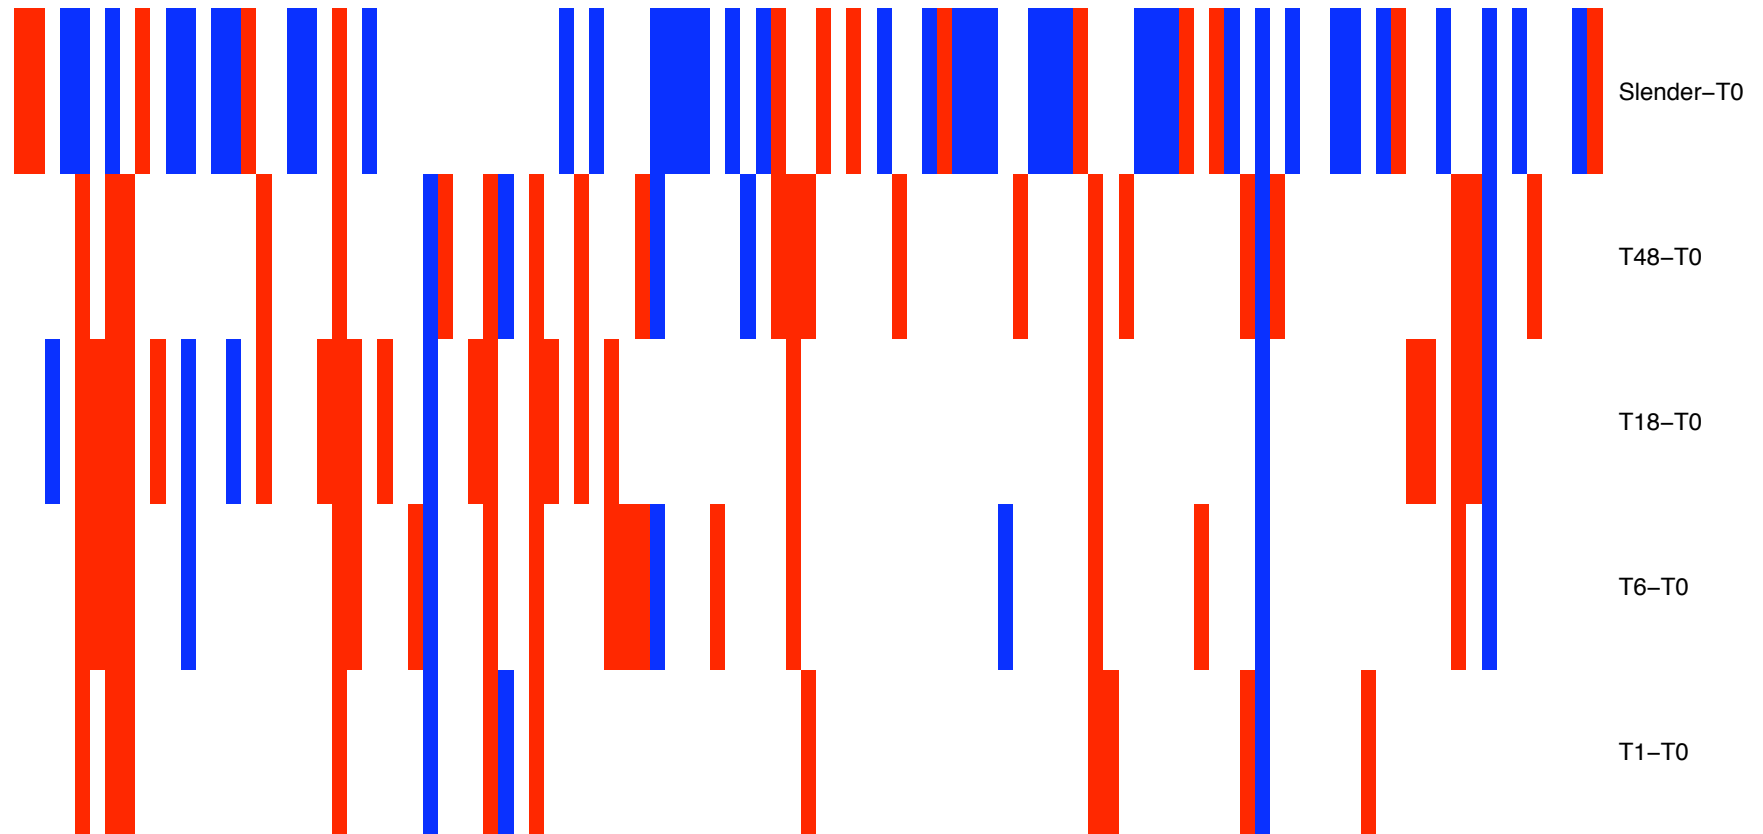

**2-fold changes relative to T0,
Chr. 7, 183 sig. genes, 23 "unchanging", 33 different profiles**

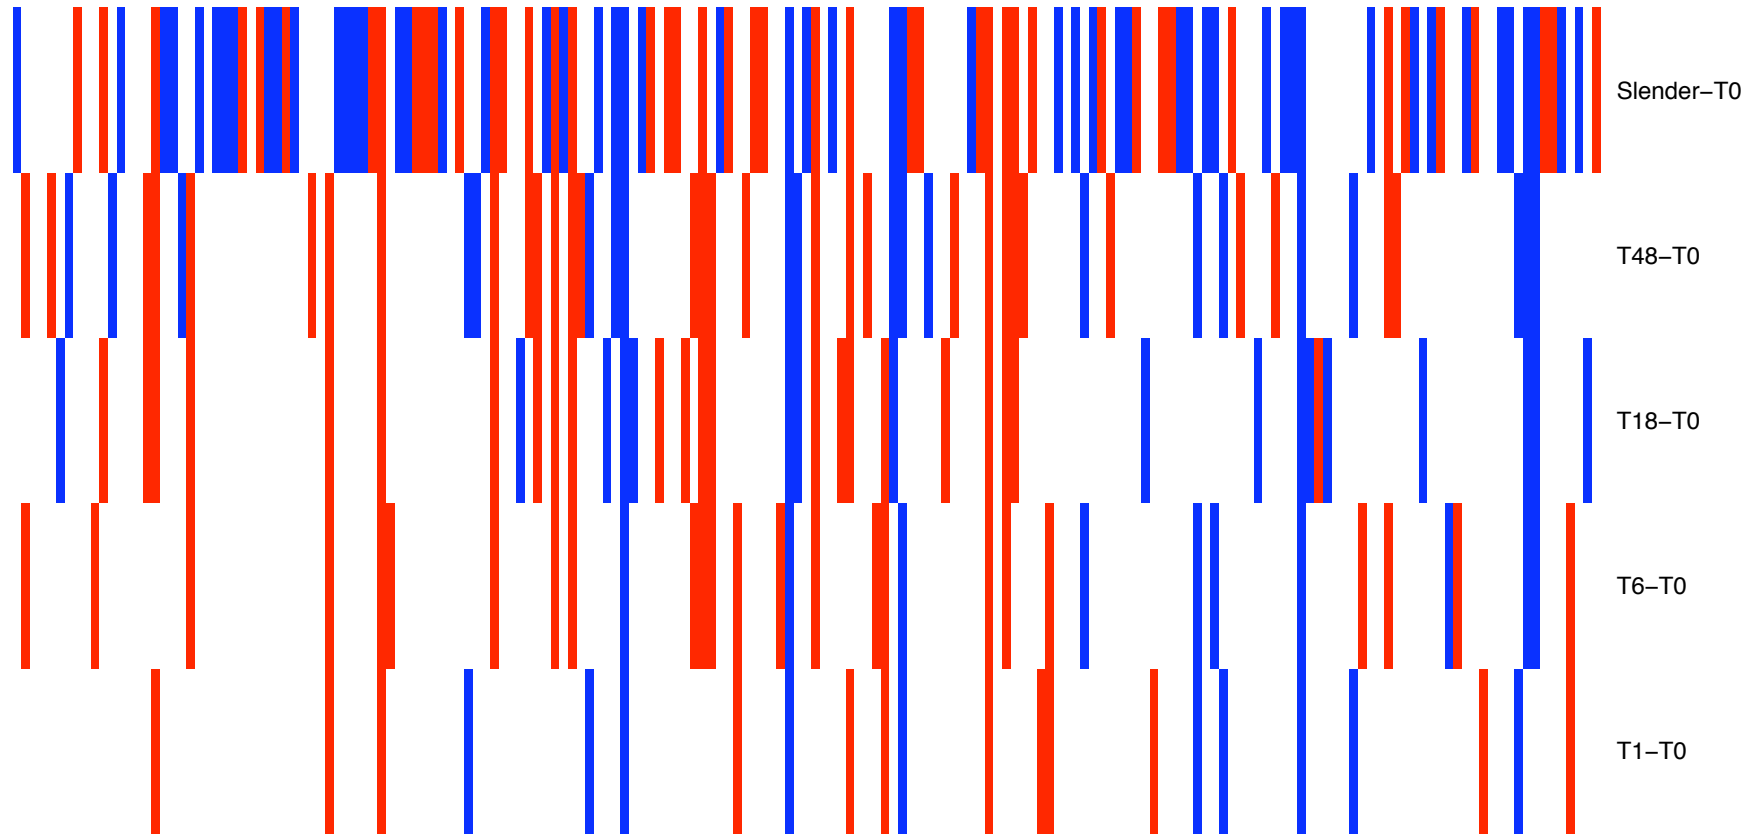

**2-fold changes relative to T0,
Chr. 8, 176 sig. genes, 22 "unchanging", 36 different profiles**

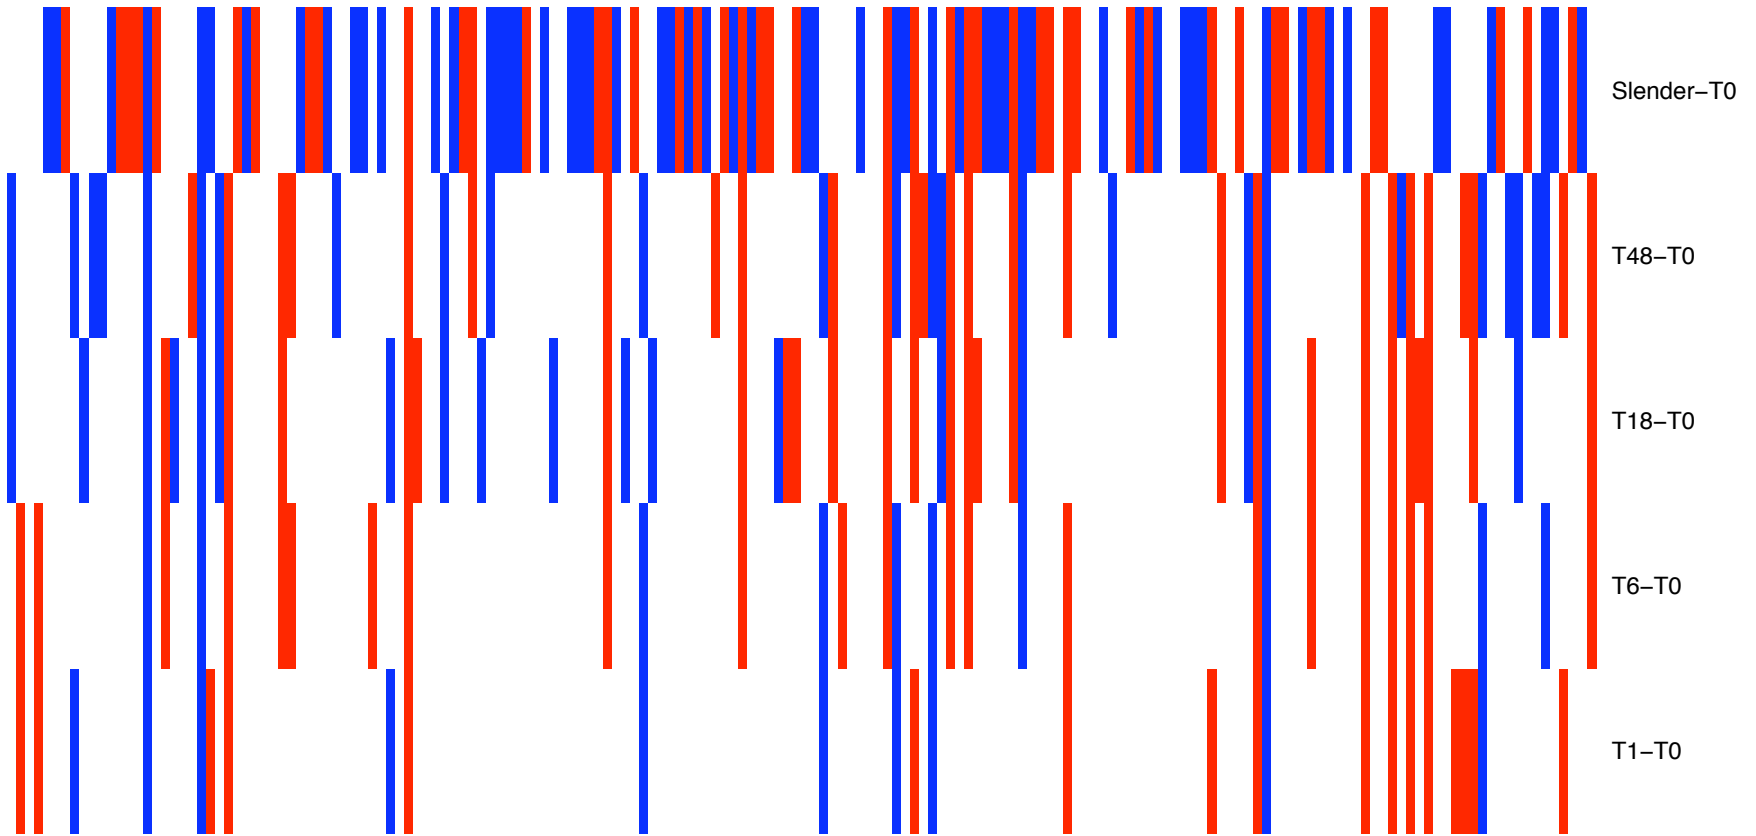

**2-fold changes relative to T0,
Chr. 9, 347 sig. genes, 47 "unchanging", 50 different profiles**

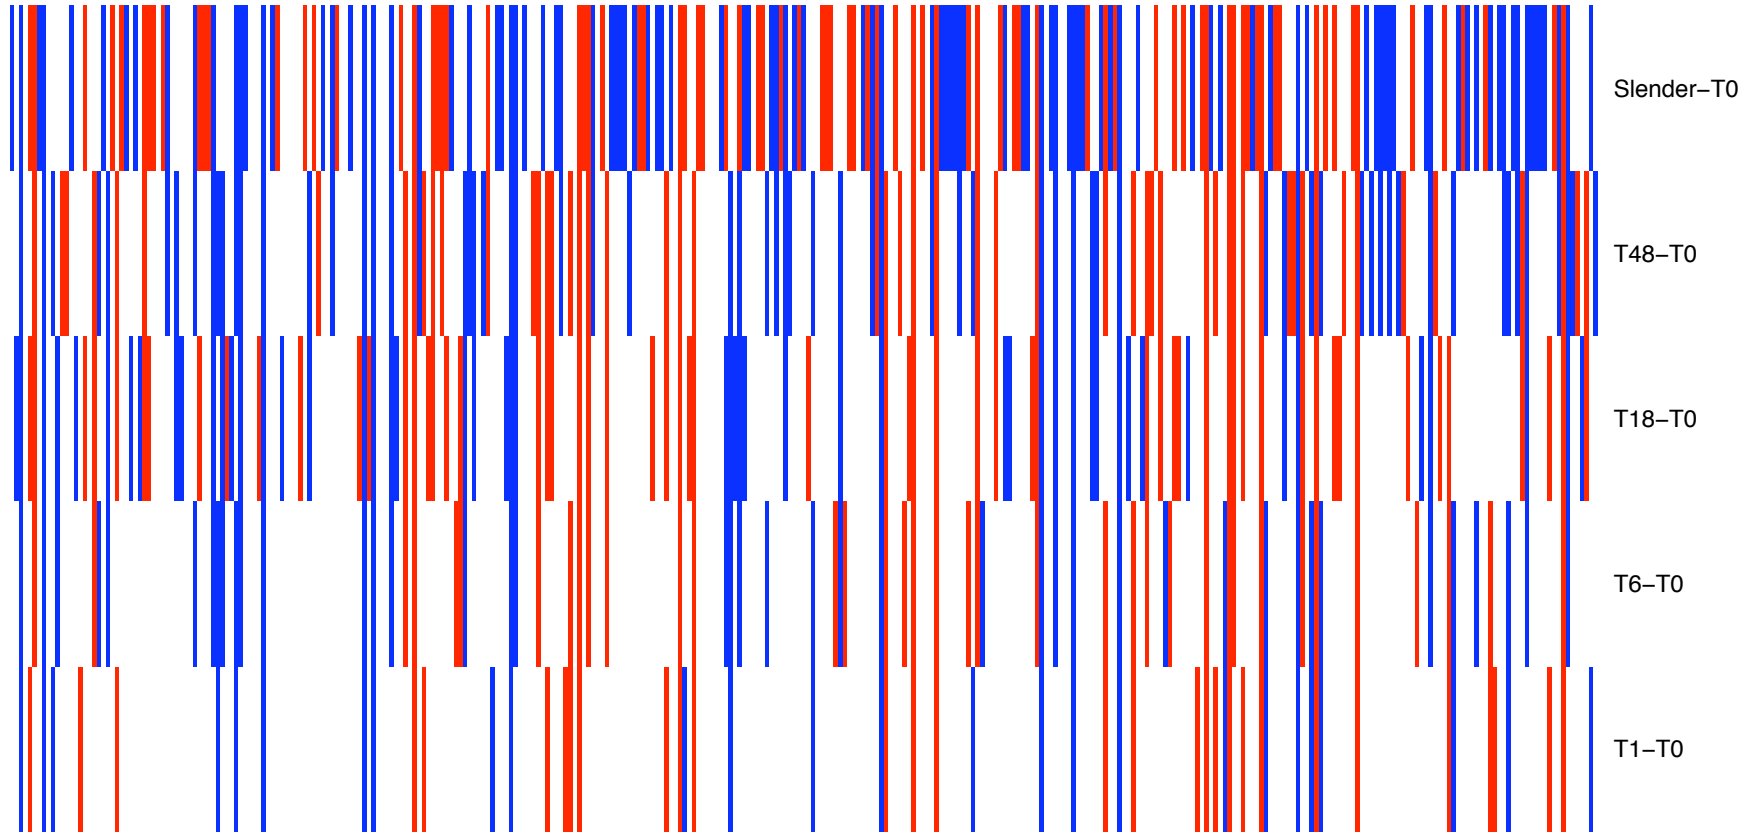

**2-fold changes relative to T0,
Chr. 10, 369 sig. genes, 62 "unchanging", 43 different profiles**

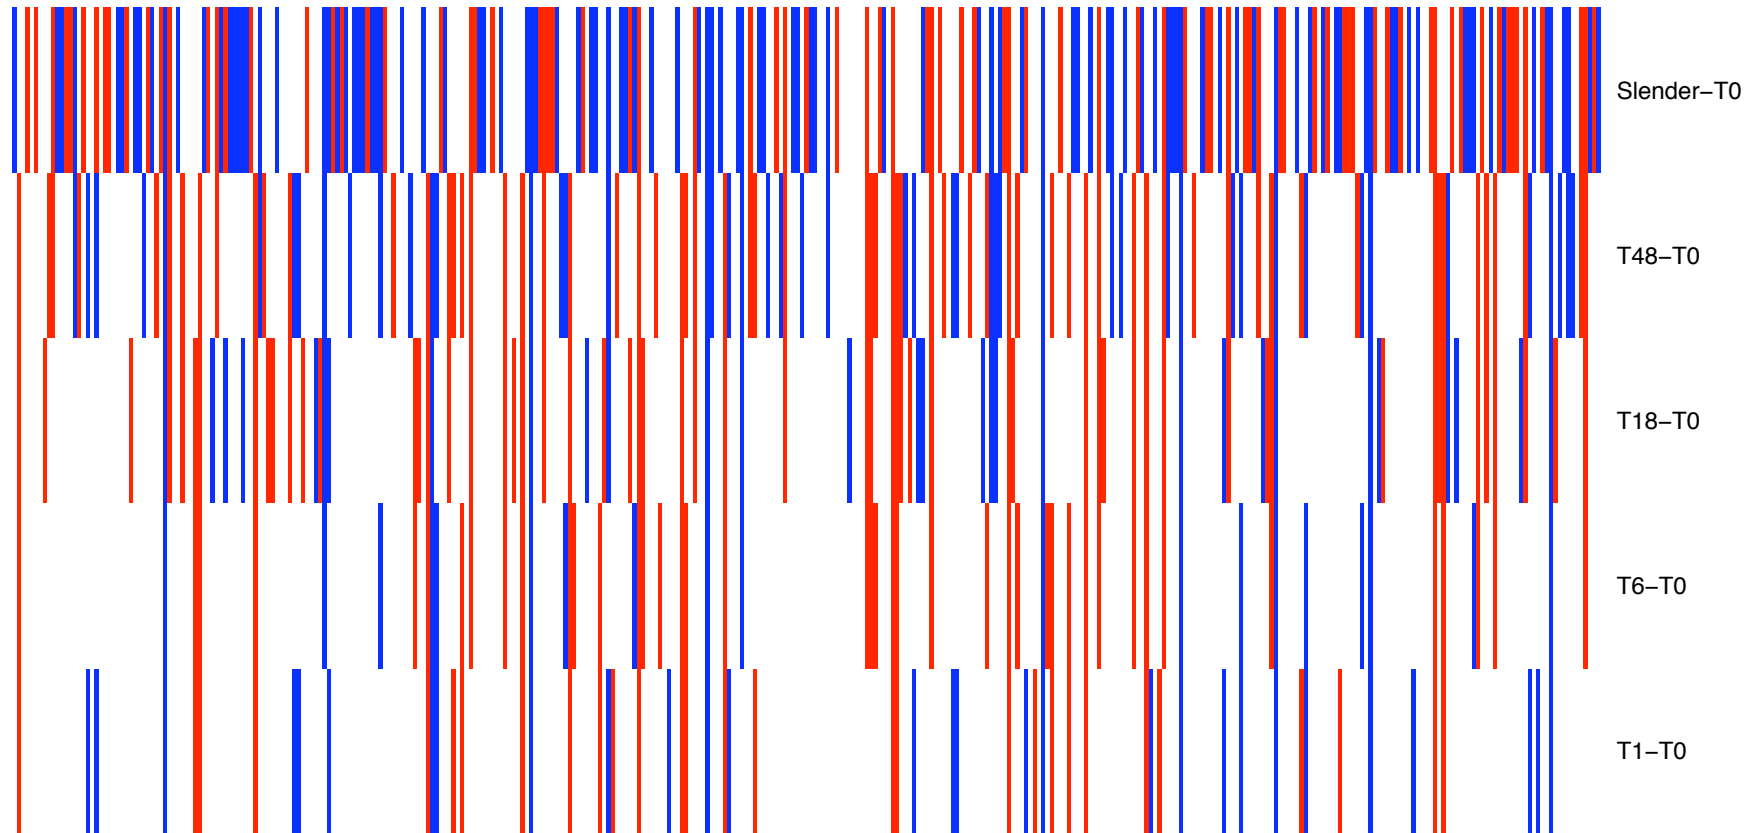

**2-fold changes relative to T0,
Chr. 11, 385 sig. genes, 60 "unchanging", 48 different profiles**

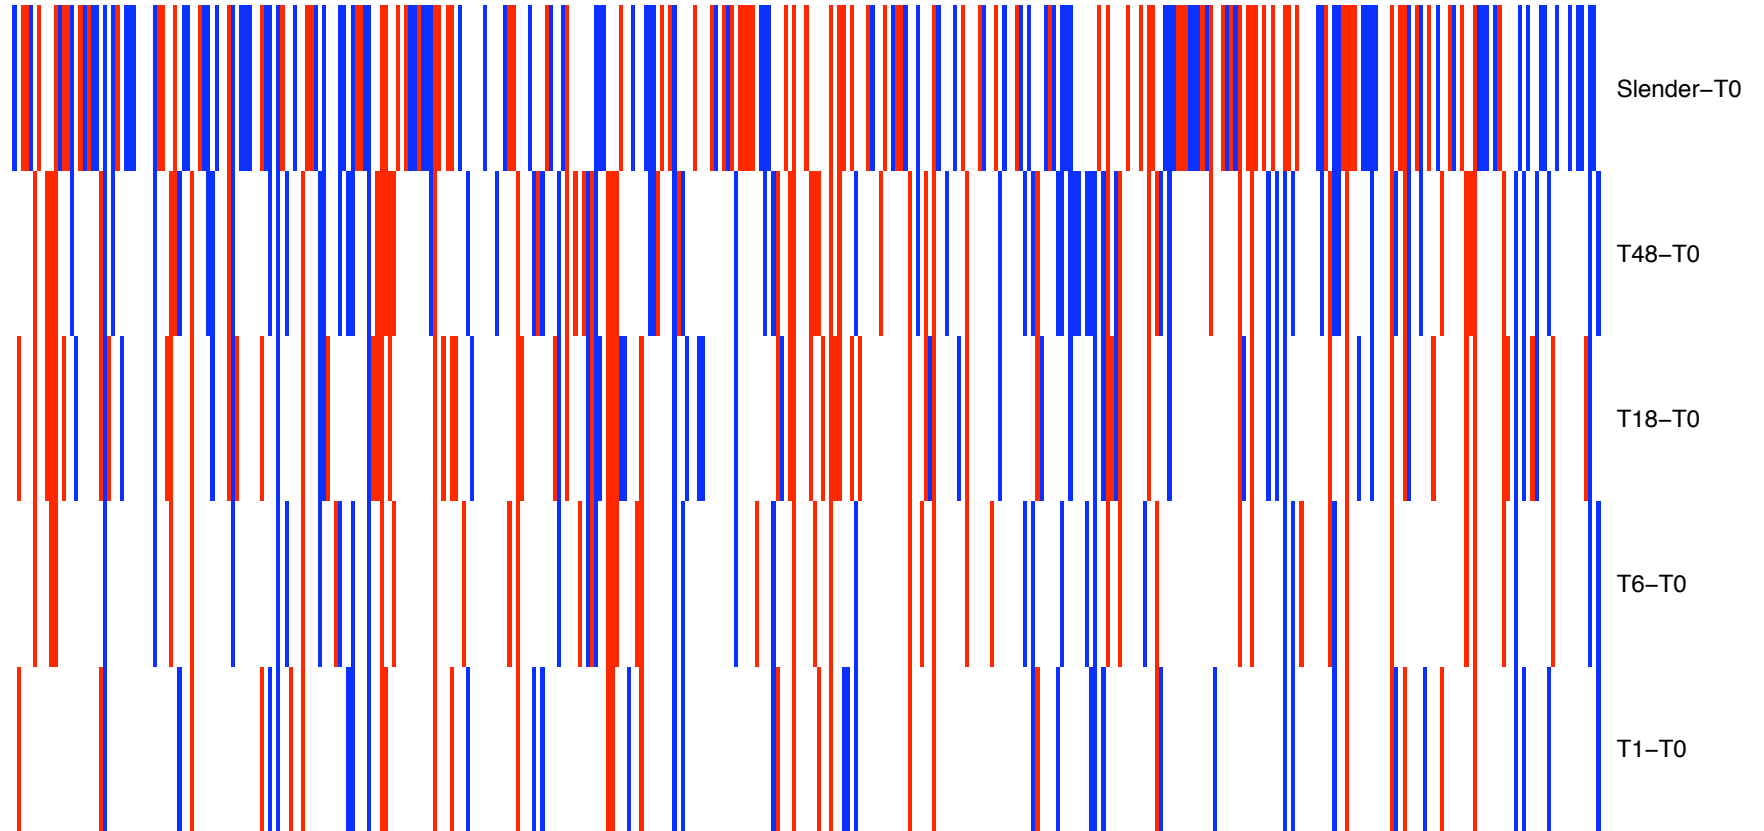

**Supplement:** Additional file 9 — Chromosomal location of the genes encoding regulated transcripts. Physical clustering of genes exhibiting differential expression (P < 0.05) in the comparisons T1 vs. T0; T6 vs. T0; T18 vs. T0; T48 vs. T0 and SL vs. T0. The trinary codes for each gene significant at the 5% level were plotted in physical order along each chromosome. Blue denotes down-regulation, Red denotes up-regulation, white indicates 'no change'. No evidence of clustering was observed.

How the deposited data were processed for this re-analysis (not part of the article)

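RNA of T. brucei AnTat1.1 slender forms, stumpy forms and cells at 1 h, 6 h, 18 h and 48 h of differentiation was hybridized in a single Cy3 channel to JCVI 70-mer arrays, 1 sample per array. The deposited series holds 25 arrays, since the authors removed 4 of 29 as sub-standard. The scanner files hold spot intensities on a linear scale that the authors measured with QuantArray version 3 and deposited without background subtraction, with the local background of each spot beside them. The value table holds log2 values to which the authors had applied background subtraction and quantile normalization; all of its columns share 1 distribution. Its rows carry numbers in place of probe names and were joined to the spots by rank order, which matched the array itself in 23 of 25 columns (rank correlation 1.00). The columns of bio-replicate B1 at 1 h and 6 h matched each other's array. Each array was kept under the label of its scanner file, and the exchange was tried as an alternative.

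From the intensities, the following was computed with R 4.3.3, limma 3.58.1 and statmod 1.5.0. The background was corrected with the normexp model (offset 50), and the log2 values of all spots were quantile normalized across arrays. Control probes and empty spots were then removed and the 2 copies of each probe averaged, which left 8332 probes. One linear model with a mean per group was fitted to the 25 arrays without a block, with empirical Bayes variances (prior degrees of freedom 17.0, total 36.0) and p values adjusted by Benjamini and Hochberg within each of 12 comparisons. No probe was filtered out. Trinary codes took a log2 fold change above 1 or below -1 against stumpy forms, in the order 1 h, 6 h, 18 h, 48 h and slender, for probes with an unadjusted p under 0.05 in at least 1 of the 5 comparisons. Gene lists were tested with camera in limma at a preset inter-gene correlation of 0.01 and with the correlation estimated, adjusted over lists within a comparison. Of 64 lists, 24 were fixed before the data were examined, as gene IDs of the paper or patterns on product names. The paper's results from the same arrays were known by then, so these lists are not independent of the data. The other 40 were built from the GO terms in the scanner files, after these had been seen and before any list was tested. Patterns and GO terms were matched to the annotation text of the array, which 3136 of 8332 probes carry, so a list can hold part of its family only. Distances between arrays were tested by permutation in R, and neighbouring genes by permutation in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6. Figures were drawn with matplotlib 3.10.9.

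The genes named in the text follow a rule set before the data were examined: every gene the paper names by ID, or by product where 1 array gene matches, the PAD genes, and per comparison with stumpy forms up to 10 probes per direction with the largest change among those past an adjusted p of 0.05 and changed the same way in every array. The paper's own tables, with values of its genes, had been seen when the rule was written. The genes drawn in the figure by array were chosen after their values were seen. Product names come from the paper's tables and the array annotation.

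The median spot stood 1.15 to 1.40 times above local background, and all 8332 probes exceeded the background plus 2 of its SD in at least 3 arrays. The steps were tested on simulated data built from the real means and variances. For the calls, noise was independent for each probe and array, without batch or bio-replicate effects, and changes were planted in brighter probes only. Of 100 probes planted at a log2 change of 2, 38 were recovered between 3 slender and 3 stumpy arrays and 58 between 5 arrays at 48 h and 3 stumpy arrays, and of 100 planted at 1, 2 and 7 were. False calls made up 4.76% and 5.80% (2 and 4 calls). These rates need not carry over to the real arrays, which share batches and bio-replicates.

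The bio-replicate pairs the arrays of the time course, since the paper states that the time points of each come from 1 infection. After group means were removed, 38 pairs of arrays of the same bio-replicate correlated with r from -0.276 to 0.593 (median 0.162, 20 over 0.1), and 154 pairs of different bio-replicates had a median of -0.0395. The fit set before the data were examined has no block, since the paper's methods name none, and the bio-replicate was tried as one, fixed over the 22 arrays of the time course and random over all 25. Slender arrays come from other infections. Quantification batches were taken from the scanner files as codes 1 to 5 and tried as a block. The other alternatives were plain subtraction and no background correction, median scaling, cyclic loess and centring of print-tip subgrids, the authors' value table, 1 copy of each probe, a filter on dim probes, trend and robust variances, array weights, only the 2 groups compared, and leaving out each array or bio-replicate. Print-tip loess was not used, as a single channel has no ratio to fit. The array annotation matched more than 1 probe to several products that the paper names, and these were left out as single genes, as were PSSA2 and cytochrome oxidase subunit VII, for which no probe could be singled out.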

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

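In this part, the test of unspecific signal in the lower group and the look at the called probes in B1 were chosen after the other results were seen; the test of RNA added for the control probes and that of unspecific signal were written before their results were seen, as was the test of exchanged labels, and the exchange of labels itself was noticed in the deposited values first.

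Of 52 groups of 4 or 5 arrays examined for a single far value, 2 held one, where chance gives about 1 in 20 groups. GPEET procyclin (Tb927.6.510) reached 13.67 on the log2 scale in the 1 h array of B1, where the nearest of the other 4 was 12.61. The PAD gene Tb927.7.5940 reached 10.403 in the 48 h array of B1, with the nearest at 8.455. Between 1 h and 6 h, 2 probes differed past an adjusted p of 0.05 in limma, Tb10.6k15.1450 with a log2 fold change of 2.10 and histone H4 (Tb927.5.4240) with 2.03. Control probes, which the paper does not analyse, gave a signal above that of empty spots on all 25 arrays, with a ratio of the median net intensities from 2.01 to 8.88 (median 5.06).

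The 1 h array of B1 is 1 of 2 whose labels disagree between deposits: its scanner file carries the values that the authors' table gives for 6 h, and the 6 h file those for 1 h. Over the 100 probes that differ most between 6 h and 1 h in the other bio-replicates, the difference in B1, as the scanner files label it, correlated with theirs at r = -0.0186, whereas the other bio-replicates left out in turn gave 0.403 to 0.698. A negative r below all of those is what exchanged scanner labels would give, but the value lies near 0. Of the 7 probes called between 6 h and 1 h without B1, all higher at 6 h, 5 were higher at 6 h in B1 too as the scanner files label it (histone H4, Tb927.5.4240, by 1.09, where the others had 1.79 to 2.88), and 2 were lower (Tb10.26.0680 by -1.35 and Tb10.70.4740 by -0.90). These point both ways, and which of the 2 deposits is right stays open. No biological explanation was tested.

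The control probes are named for another organism, and their median net intensity was 0.547 to 1.63 times that of the T. brucei probes (median 0.820, above 1 in 8 of 25 arrays), against 0.181 for empty spots. The prediction set for unspecific signal of that strength was that calls between slender and stumpy forms would not favour brighter probes. In at least 3 arrays 49.3% of the 142 called probes and 10.2% of all probes exceeded the 95th percentile of the controls, a ratio of 4.84, but this decides nothing, since a probe that changes can pass through its higher group alone. In the lower of the 2 groups, which the change itself pushes down, 9 of the 142 exceeded that level in at least 2 arrays (6.34%, against 2.18% of all probes), a ratio of 2.90 (permutation test over 100000 random sets of probes, p = 0.00388). This argues against unspecific signal as the source of all the calls, and for the other 133 it stays open. RNA added for some of the control probes may explain their brightness: the 95th percentile of the controls lay 2.37 above their median on the log2 scale (1.34 to 3.16 over arrays, over 2 in 16 of 25), and that of empty spots 0.469. The paper's methods name no such RNA, so unspecific binding by part of the controls stays open. No biological explanation was tested.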

How the results depend on the processing

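The counts of probes depended on the processing far more than the direction of called probes did. Of the 142 called between slender and stumpy forms, 139 kept their sign with subgrid centring, and 142 with median scaling, cyclic loess or the authors' table. Among 650 values of named genes, 0 were counted as reversed under any alternative over all arrays. These include values near 0, whose sign says little. Under the settings that keep all probes and groups, 575 (subgrid centring) to 643 (trend and robust variances) kept their side of the threshold. This leaves aside the dim-probe filter, which removed 0 probes. Counts below refer, as reported, to 142 probes between slender and stumpy forms, 0, 24, 27 and 26 at 1 h, 6 h, 18 h and 48 h against stumpy forms, 432 between slender forms and any time point, 2 between consecutive time points, 483 in any of 12 comparisons, 1291 changed 2-fold, 53 stumpy-enriched, 212 induced or transient, 65 profiles, 22 passes of gene lists and 1 TbSLS gene. A list was counted once for each comparison with stumpy forms in which it passed, here and below. The 22 are therefore not a number of distinct lists. Plain subtraction gave 87 between slender and stumpy forms and 4 at 48 h. Without background correction there were 38, with 1 at 1 h, 106 between slender forms and time points, 151 in any of 12 comparisons, 137 changed 2-fold, 10 stumpy-enriched, 37 induced or transient, 33 profiles and 0 TbSLS genes. Median scaling gave 18 between slender and stumpy forms, 15 at 48 h, 231 between slender forms and time points, 35 stumpy-enriched and 0 TbSLS genes. Cyclic loess gave 51 between slender and stumpy forms, 5 at 6 h, 14 at 18 h, 6 at 48 h, 177 between slender forms and time points, 306 in any of 12 comparisons, 139 induced or transient, 13 lists and 0 TbSLS genes, and reversed the test of structural constituents of the ribosome at 6 h (adjusted p = 0.983). Subgrid centring gave 6, 51, 63 and 51 at the 4 times, 0 between consecutive times, 658 changed 2-fold, 36 lists and 0 TbSLS genes. The authors' table gave 85 between slender and stumpy forms, 9 at 6 h, 13 at 48 h, 276 between slender forms and time points, 0 between consecutive times and 335 induced or transient. The first copy of each probe gave 9 at 48 h, 197 between slender forms and time points and 324 induced or transient, and the second copy 57 between slender and stumpy forms, 15 at 6 h and 10 at 48 h. Trend and robust variances gave 1 at 1 h, and array weights 20 at 1 h, 50 at 48 h, 828 between slender forms and time points and 8 between consecutive times. With only the 2 groups compared there were 16 at 48 h and 0 between consecutive times. With the bio-replicate as a fixed block there were 7, 46, 104 and 133 at the 4 times and 5 between consecutive times, as a random block 5, 37, 60, 71 and 4. The batch as a block gave 65 between slender and stumpy forms, 63 at 18 h and 0 TbSLS genes; among the 650 values it ended 39 calls and added 14, and the random replicate block ended 0 and added 43. The fixed replicate block, over 520 of these values, ended 1 call and added 54; it is printed beside the results whose call it changes and changed no other call given in the text. At an adjusted p of 0.1, 299 probes differed between slender and stumpy forms. With the correlation estimated, 2 lists passed. Neighbours of different product name gave 2.97 and 1.65 times chance at 1 h and 48 h, no longer past the test, over 2065 pairs in place of 8284, so that fewer pairs as well as copies left out can have ended these. Coding every gene by its sign, the ratio of neighbouring pairs to chance was 0.997 at 6 h and 0.997 at 48 h, no longer past the test, and 1.03 in slender forms, now past it.

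Leaving out 1 array or bio-replicate gave 13 to 401 between slender and stumpy forms, 0 to 54 at 1 h, 2 to 59 at 6 h, 6 to 66 at 18 h, 3 to 266 at 48 h, 111 to 651 between slender forms and time points, 0 to 7 between consecutive times, 276 to 630 in any of 12 comparisons, 1264 to 2011 changed 2-fold, 36 to 95 stumpy-enriched, 204 to 343 induced or transient, 64 to 70 profiles, 8 to 28 lists and 0 to 1 TbSLS genes. The passages name the arrays. The settings chosen after seeing the data were 6. Neighbours whose first listed product names differ gave 2.06, 2.76 and 1.66 times chance at 1 h, 6 h and 48 h, none past the test, over 2043 pairs. Against other named probes changed 2-fold, the odds ratio of hypothetical unlikely genes among the stumpy-enriched was 4.14, where all other named probes gave 7.79. Exchanging the B1 arrays gave 3 at 1 h and 0 between consecutive times, and leaving them out 3 and 4. The authors' table with B1 exchanged gave 88 between slender and stumpy forms and 4 at 48 h. Probes above the controls alone gave 15, 48, 79 and 174 at the 4 times, 169 between slender forms and time points, 4 between consecutive times, 169 in any of 12 comparisons, 408 changed 2-fold and 104 induced or transient; fewer probes were tested there, which lowers the counts over sets and eases the adjustment. For the other changes the cause was not tested. The dim-probe filter removed 0 probes and so tested nothing. The search for SM1 and SM2 motifs with its alternatives was not run, as no genome sequence came with the series, nor was a fixed replicate block for slender forms, which share no bio-replicate with the others. The low signal over background, at most 1.40 for the median spot of an array, limits weak probes, where the background step decides the size of a change.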

Differences from the paper's values

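Between slender and stumpy forms, 74 probes were higher in stumpy forms at an adjusted p under 0.05 and the paper gives 42 genes; 68 were lower and the paper gives 41. Its Additional file 4A lists 43 and 42. Among the alternatives set before the data were examined, the number higher in stumpy forms came within 1.5 times the paper's with plain subtraction (47), the authors' table (43), the first copy of each probe (55) and array weights (53). It did not without background correction (17), with median scaling (4), cyclic loess (11), subgrid centring (17), the dim-probe filter (74), the second copy (24), trend and robust variances (66), only the 2 groups (94), the random replicate block (95), the batch block (24) or any array left out (0 to 243). The number lower came within 1.5 times with plain subtraction (40), cyclic loess (40), the authors' table (42), the first copy (47), the second copy (33), array weights (53), the batch block (41) and without Slender2 (39). Only the 2 groups (63) came within 1.5 times the 42 of the file, and not the 41 of the text. It did not without background correction (21), with median scaling (14), subgrid centring (144), the dim-probe filter (68), trend and robust variances (68), the random replicate block (82) or another array left out (12 to 158). With the authors' table, the called genes are all 42 and all 43 of the file. The table with B1 exchanged (47 and 41) and the probes above the controls (63 and 62) also came within 1.5 times the file's numbers; both were chosen after seeing the values, and they drop 4 and 39 of the 85 genes in the file.

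A change of 2-fold at p under 0.05 against stumpy forms was found for 1291 probes, and the paper gives 2166. Plain subtraction (1796), the authors' table (1796), the first copy (1718), the second copy (1557), array weights (1471), the batch block (1813), and leaving out Slender5 (1641), B3R2 (1460) or R1 (2011) came within 1.5 times, as did the authors' table with B1 exchanged (1780), which was chosen after seeing the values; the paper lists no genes for this set, so the number dropped is not known. No setting reached 2166. The headings of the paper's Additional file 9 add up to 2080 genes, 291 of them called unchanging, which leaves 1789; the authors' table gave 2089 probes at p under 0.05 of any size, 293 of them without a 2-fold change. The paper's number may thus count changes under 2-fold, and 2143 probes passed p under 0.05 here whatever their size. Without background correction (137), with median scaling (1106), cyclic loess (889), subgrid centring (658), the dim-probe filter (1291), trend and robust variances (1292), the random replicate block (1331) and the other arrays left out, the numbers differed.

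The profile lower from 6 h on and in slender forms held 13 probes, and the paper's Additional file 5 lists 25. The authors' table (25, the same 25 genes), the batch block (31), subgrid centring (19), the second copy (19) and leaving out B1 (18) came within 1.5 times, and so did exchanging the B1 arrays (25), chosen after seeing the values, which drops 3 of the paper's 25. Plain subtraction (15), no background correction (6), median scaling (15), cyclic loess (16), the dim-probe filter (13), the first copy (11), trend and robust variances (13), array weights (4), the random replicate block (16), a p under 0.05 in each comparison (12) and the other arrays left out did not. The 10 profiles of induced and transient expression held 212 probes, and Additional file 7 of the paper lists 335. The authors' table (335, the same genes), the first copy (324), plain subtraction (299), array weights (290), the batch block (254), the second copy (241), and leaving out B1 (229), B3R2 (297), R1 (343) or sam (287) came within 1.5 times, as did the authors' table with B1 exchanged (306), chosen after seeing the values, which drops 53 of the paper's 335. No background correction (37), median scaling (217), cyclic loess (139), subgrid centring (165), the dim-probe filter (212), trend and robust variances (212), the random replicate block (206), a p under 0.05 in each comparison (212) and the other arrays left out did not.

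The authors' table also gave the paper's 407 genes in any of 12 comparisons (483 here) and its 65 stumpy-enriched genes (53 here). The paper's share of hypothetical unlikely genes, 25%, is 35.4% in its own table (23 of 65 genes) and 34.0% here.

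The paper describes ESAG2, ESAG11 and the glucose transporter THT1 as falling quickly and steadily through differentiation. Here ESAG2 and ESAG11 were lower than in slender forms at every time point past the test. THT1 (Tb10.6k15.2040) lay below slender forms at each time point without passing the test, by least at 18 h, and was higher than in stumpy forms at 18 h and 48 h, and with the bio-replicate as a block at 1 h too. The paper has each of the nuclear-encoded cytochrome oxidase subunits rise quickly. Here all 6 subunits with a probe lay above slender forms at every time point, and subunits IV, VI and X changed past the test at no time. Subunits IX (6 h, 18 h, 48 h) and V (18 h) were higher than in slender forms past the test, and IX and VIII passed against stumpy forms at 18 h with batch as a block, and at 18 h and 48 h with the bio-replicate as a block. The paper finds no extensive grouping of co-regulated genes along chromosomes. Here neighbours with the same change were more frequent than chance at the 4 time points, though they made up less than 1% of neighbouring pairs, and not between slender and stumpy forms; with every gene coded by its sign, 6 h and 48 h no longer passed and slender against stumpy forms did; among neighbours of different product name 6 h and 18 h passed, and by a stricter rule on names, chosen after that result, only 18 h did. The paper counts MSP-B and the zinc finger proteins among stumpy-enriched transcripts. Here their values were lower in every comparison coded so, and none passed an adjusted p of 0.05, except MSP-B at 48 h with the bio-replicate as a block.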

Other observations

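In this part, the test of signal over background was chosen after the result was seen; the test of batch and the counts over other splits of the arrays were set before.

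Slender arrays stand apart from the time course, and all of them were quantified in the batch of B2 with no stumpy array. If the batch made the difference, it would shrink against the arrays of B2. Its median there was 0.914 times that against the other batches, and 546 of 552 changes called without B2 kept their direction, which argues against the batch as the whole source. Unequal signal over background stays open: 3 of 3 slender arrays lie within the range of the others in the median ratio, 1 of them at its lower end (1.149), but by the share of spots over 1.5 times background 1 slender array (6.69%) lies under all others (7.43% or more). A difference between slender forms and differentiating cells is a hypothesis that is left. The stumpy arrays, the base of 5 comparisons, had the lowest group median of the ratio of spot to background (1.17). It was 1.23 in slender forms and 1.28 to 1.34 at the time points. Whether this shaped the changes against stumpy forms was not tested. For stumpy against slender forms no batch holds both stages, and a batch block links them only through the time-course arrays. With that block, which takes the batch as an additive shift, 65 probes passed limma's adjusted test, 43 of them among the 142. All 142 kept their sign, with a median log2 change of 1.72 in place of 1.79. This argues against an additive batch shift as the whole source.

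Other splits of the same arrays show how often chance gives counts as large. Between slender and stumpy forms, 10 splits are too few for a share under 0.05; the real split gave 142 probes, 1 split of 10 being as large, and the highest other 0. Over all splits, which ignore the bio-replicates, fewer than 5% were as large at 6 h (24 against at most 4; 1 of 56 splits), 18 h (27 against 7; 1 of 35) and 48 h (26 against 68; 2 of 56). The 1 split at 48 h that exceeds the real one sets the 48 h array of sam with stumpy B1 and stumpy sam, all of batch 1. Its count points to a structure of the samples, where the batch and the shared bio-replicate sam cannot be told apart. At 1 h the real count of 0 leaves the splits nothing to test, since each of 56 is as large (56, highest 128). That highest split sets the 1 h arrays of B3R2 and R1 with stumpy R1, 2 of them from batch 5, and points to a structure of the samples too. Among the splits that part as many pairs of 1 bio-replicate as the real one, the highest other count was 0 at 1 h, 6 h and 18 h and 6 at 48 h, so the larger counts come from splits that keep pairs together; these splits number 8 at 6 h, 12 at 18 h and 8 at 48 h, too few for a share under 0.05. Of 100 drawn splits, which ignore bio-replicates and batches, fewer than 5% were as large for the following results. They were 432 probes between slender forms and time points (highest other 150, 1 split as large) and 483 in any of 12 comparisons (331, 1 split). Also among them were 1291 changed 2-fold (1427, 4 splits), 53 stumpy-enriched (76, 4 splits) and 65 profiles (60, 1 split). So were 22 passes of gene lists, counted over all comparisons with stumpy forms (22, 2 splits). Such splits also break up bio-replicates and batches, so these shares cannot exclude chance. More than 5% were as large for 2 probes between consecutive times (88, 7 splits as large) and 212 induced or transient (574, 31 splits). Counts several times the real one there point to a structure of the samples.

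Of other genes past limma's adjusted test that the text has not named, 4 of metabolism follow, picked after their values were seen; the rest include calpain-like and hypothetical proteins. Against stumpy forms, a glycerol-3-phosphate dehydrogenase (Tb927.8.3530) had log2 fold changes of 2.64 at 18 h (adjusted p = 0.00679, higher in 4 of 4 arrays) and 2.27 at 48 h (adjusted p = 0.023, 5 of 5). Arginine kinase (Tb09.160.4590) had 2.53 at 18 h (adjusted p = 0.0108, 4 of 4), a mitochondrial carrier (Tb10.61.1820) 2.22 at 6 h (adjusted p = 0.022, 5 of 5) and 2.42 at 48 h (adjusted p = 0.017, 5 of 5), and the glucose transporter THT2A (Tb10.6k15.2020) 1.65 at 18 h (adjusted p = 0.0177, 4 of 4) and 1.51 at 48 h (adjusted p = 0.0389, 5 of 5). When the batch was a block, the calls at 48 h of the dehydrogenase (2.53, adjusted p = 0.0516) and of THT2A (1.58, adjusted p = 0.0554) ended and the other 5 stayed. ESAG9 (Tb09.160.5400) had -1.04, -1.42, -1.08 and -1.06 at 1 h, 6 h, 18 h and 48 h, none past limma's test (adjusted p from 0.061 to 0.628). Its probe exceeded the 95th percentile of the control probes on 0 arrays.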
